# Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice[S]

**DOI:** 10.1194/jlr.RA119000446

**Published:** 2020-05-12

**Authors:** Jason Correnti, Chelsea Lin, Jascha Brettschneider, Amy Kuriakose, Sookyoung Jeon, Eleonora Scorletti, Amanke Oranu, Dru McIver-Jenkins, Isabelle Kaneza, Delfin Buyco, Yedidya Saiman, Emma E. Furth, Josepmaria Argemi, Ramon Bataller, William L. Holland, Rotonya M. Carr

**Keywords:** alcoholic liver disease, lipid droplets, lipophagy

## Abstract

Alcohol’s impairment of both hepatic lipid metabolism and insulin resistance (IR) are key drivers of alcoholic steatosis, the initial stage of alcoholic liver disease (ALD). Pharmacologic reduction of lipotoxic ceramide prevents alcoholic steatosis and glucose intolerance in mice, but potential off-target effects limit its strategic utility. Here, we employed a hepatic-specific acid ceramidase (ASAH) overexpression model to reduce hepatic ceramides in a Lieber-DeCarli model of experimental alcoholic steatosis. We examined effects of alcohol on hepatic lipid metabolism, body composition, energy homeostasis, and insulin sensitivity as measured by hyperinsulinemic-euglycemic clamp. Our results demonstrate that hepatic ceramide reduction ameliorates the effects of alcohol on hepatic lipid droplet (LD) accumulation by promoting VLDL secretion and lipophagy, the latter of which involves ceramide cross-talk between the lysosomal and LD compartments. We additionally demonstrate that hepatic ceramide reduction prevents alcohol’s inhibition of hepatic insulin signaling. These effects on the liver are associated with a reduction in oxidative stress markers and are relevant to humans, as we observe peri- LD ASAH expression in human ALD. Together, our results suggest a potential role for hepatic ceramide inhibition in preventing ALD.

The rise in cirrhosis-related mortality since 2009 in the United States is due largely to alcoholic liver disease (ALD) with those between the ages of 25 and 34 experiencing the most significant increase. Of these, women are most impacted (1). ALD progresses from alcoholic steatosis to steatohepatitis, fibrosis, and cirrhosis, and this progression is associated with insulin resistance (IR) (2, 3), the key determinant of glucose intolerance in ALD patients (4). Because only a small percentage of patients with alcohol dependence or overuse are able to achieve abstinence (5–7), therapeutic strategies that target alcohol’s hepatic and dysmetabolic effects at the stage of steatosis are needed to prevent the development of advanced disease.

A key feature of alcoholic liver injury is the impairment of both hepatic lipid metabolism and hepatic insulin signaling. Indeed, we have demonstrated that the onset of lipid dysregulation and resultant alcoholic steatosis is temporally related with the onset of IR in alcohol-fed mice (8). We have demonstrated further that these physiologic perturbations require the presence of the major hepatocellular lipid droplet (LD) protein, perilipin 2 (PLIN2) (9), and the accumulation of hepatic ceramides (8–10), bioactive sphingolipids that can impair cell growth, promote apoptosis, and impair insulin signaling (3, 11, 12).

Hepatic ceramides are increased in ALD patients (13), and we and others have demonstrated that long-chain hepatic ceramides are increased in ALD rodent models (8, 9, 13–17). Ceramides are synthesized via three major pathways: *1*) de novo synthesis resulting from the condensation of serine and palmitate in the ER by the pathway’s rate limiting enzyme, serine palmitoyl transferase; *2*) lysosomal salvage due to the reacylation of sphingosine derived from more complex sphingolipids; and *3*) sphingomyelin hydrolysis. We recently established that ceramides are present in the LD fraction and regulate *Plin2* gene transcription through the enzyme ceramide synthase (10), whose activity is required for both ER de novo and lysosomal ceramide synthesis. Lysosomal ceramides can be subsequently deacylated into the ceramide precursor, sphingosine, by ceramidases.

There are currently no suitable experimental rodent models that replicate the progression from alcoholic steatosis to advanced chronic ALD. The Lieber-DeCarli chronic alcohol feeding model is a well-validated model of alcoholic steatosis in the setting of ongoing alcohol consumption but does not model advanced liver disease (18, 19). Using this model, we demonstrated previously that systemic pharmacologic reduction of ceramides prevents alcoholic steatosis and glucose intolerance in mice (10), but off-target effects of this strategy limit its utility. An inducible model of hepatic acid ceramidase (ASAH) overexpression and ceramide deacylation has been developed previously and used to demonstrate improved insulin sensitivity and hepatic steatosis in high-fat diet-fed mice (20). We employed this model of hepatic-specific ASAH overexpression to reduce hepatic ceramides in mice fed alcohol chronically. Here we report that hepatic ceramide reduction via ASAH overexpression ameliorates alcoholic steatosis and improves hepatic insulin sensitivity; and that this enzyme is relevant in human patients with ALD. We additionally establish that there is inter-organelle cross-talk between the lysosomal and LD ceramide pools and that this cross-talk is mediated by lipophagy.

## MATERIALS AND METHODS

### Animal studies

Experiments were performed according to the protocols approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania. All efforts were made to minimize animal discomfort and animals were treated with humane care. Inducible, liver-specific ASAH-transgenic “ASAH+” mice were a generous gift of Drs. William Holland and Phillip Scherer while Dr. Holland was at the University of Texas Southwestern (20). ASAH+ mice have liver-specific inducible expression of *N*-acylsphingosine amidohydrolase 1 (ASAH1), accomplished by three transgenes: Rosa26-loxP-stop-loxP-reverse tetracycline-controlled transactivator (rtTA), Albumin-Cre, and tetracycline response element (TRE)-ASAH1. Doxycycline (Dox) treatment activates rtTA binding to the TRE and drives transcription of the ceramidase ASAH1, specifically in hepatocytes. While all mice in our experiments are homozygous for the Rosa26-loxP-stop-loxP-rtTA and Albumin-Cre transgenes, only the ASAH+ mice have the TRE-ASAH1 transgene, and the ASAH1 transgene is only expressed in the presence of Dox (20). For all experiments, ASAH+ and ASAH− littermates were used.

Weight-matched 8- to 14-week-old female mice were used for the experiments, with weight distributed equally across the genotypes. We chose female mice to replicate the epidemiologic and experimental observations that females are more susceptible to the effects of alcohol than males (1, 21). To acclimate animals to the ethanol (Etoh) diet, Etoh concentration was increased gradually by 2 days of feeding each at 0, 5, 10, and 15% Etoh-derived calories. Mice were then pair-fed a Lieber-DeCarli 82, Shake and Pour liquid diet containing 28% Etoh-derived calories (Bioserv, Flemington, NJ; 36% fat, 13.5% carbohydrate, 1% protein). Dox mice were supplemented with 200 mg/l Dox hyclate (Sigma-Aldrich, St. Louis, MO). Food intake and body weight were measured twice a week.

Blood glucose was measured using the Accu-Chek Nano glucose meter (Roche Diabetes Care, Inc., New York, NY). To assess insulin-stimulated hepatic AKT serine/threonine kinase (Akt) activation, animals were fasted for 6 h (8:00 AM to 2:00 PM), given 2 mU/g Novolin regular insulin (Novo Nordisc, Plainsboro, NJ) intraperitoneally, and livers were isolated by freeze clamping 20 min after injection.

To estimate hepatic VLDL production, a VLDL kinetic experiment was performed. Mice were fasted for 4 h (7:00 AM to 11:00 AM) prior to injection of 1 g/kg poloxamer 407 (Sigma-Aldrich), which blocks the lipolysis of TGs, thereby enabling estimation of the rate of VLDL secretion (22). Tail vein blood was collected at time 0, and 1, 2, and 4 h for TG measurement by colorimetric assay as described (23). ApoB was measured by ELISA (Abcam, Cambridge, MA).

To inhibit lipophagy, the lysosomal inhibitor leupeptin was administered. Leupeptin (40 mg/kg; Sigma-Aldrich) in PBS was given intraperitoneally to mice 2 h before euthanization and tissue harvest. For all experiments, mice were euthanized by CO_2_ inhalation, and tissue was collected for analysis.

### Metabolic monitoring and NMR for body composition

Mice were individually placed in the Oxymax laboratory animal monitoring system (Columbus Instruments, Columbus, OH). Following a 24 h acclimation period, oxygen consumption, carbon dioxide production, and locomotor activity were determined. Respiratory exchange ratio (RER) was calculated by dividing the volume of carbon dioxide produced by the volume of oxygen consumed (VCO_2_/VO_2_). Whole-body fat and lean mass determinations were performed using the EchoMRI-100 system (EchoMRI; Houston, TX).

### Hyperinsulinemic-euglycemic clamps

Clamp studies were performed at the University of Pennsylvania Diabetes Research Center Mouse Phenotyping, Physiology, and Metabolism Core. Indwelling jugular vein catheters were surgically implanted 5 days prior to the clamp study day as described previously (24). Mice were fasted for 5 h prior to initiation of the clamp and acclimated to the plastic restrainers for tail sampling. A [3-3H] glucose infusion was primed (5-μCi) and continuously infused for a 120 min equilibration period (0.05 μCi/min). Baseline measurements were determined in blood samples collected at -10 and 0 min (relative to the start of the clamp) for analysis of glucose, [3-3H]glucose-specific activity, and basal insulin. The clamp was started at *t* = 0 min with a primed-continuous infusion of human insulin (16 mU/kg bolus followed by 2.5 mU/kg/min; Novolin regular insulin), and glucose (D20 mixed with [3-3H]glucose 0.03 μCi/μl) was infused at a variable glucose infusion rate (GIR) to maintain euglycemia. Blood samples were taken at *t* = 80–120 min for the measurement of [3-3H]glucose-specific activity and clamped insulin levels. After the final blood sample, animals were injected with a bolus of pentobarbital, and quadricep muscle and epididymal adipose tissue were collected and frozen in liquid nitrogen and stored in −20°C for subsequent analysis.

The radioactivity of [3-3H]glucose, [^14^C]2DG, and [^14^C]2DG-6-phosphate were determined as described previously (25). The glucose turnover rate [total rate of endogenous glucose production (Ra); milligrams per kilogram per minute) was calculated as the rate of tracer infusion (disintegrations per minute per minute) divided by the corrected plasma glucose specific activity (disintegrations per minute per milligram) per kilogram of body weight of the mouse. Glucose appearance (Ra) and disappearance [rate of peripheral glucose disposal (Rd)] rates were determined using steady-state equations, and endogenous glucose production (Ra) was determined by subtracting the GIR from total Ra. Tissue-specific glucose disposal (Rg; micromoles per 100 grams of tissue per minute) was calculated as described previously (25).

### Lipid analyses

TGs (Stanbio, St. Boerne, TX), cholesterol (Wako, Mountain View, CA), β-hydroxybutyrate (Stanbio), alanine aminotransferase (ALT; Stanbio), and NEFAs (Wako) were measured using enzymatic colorimetric assays. Liver TGs were measured in Etoh:KOH lipid extracts. For liver ceramide analysis, liver was homogenized in RIPA buffer and quantitated using the Pierce™ BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA). Samples were analyzed by mass spectrometry for ceramide content at the metabolomics cores at Stony Brook University School of Medicine and at the Medical University of South Carolina. Whole and fractionated liver samples were normalized to protein and equal serum volumes were measured. Isolation of LDs, lysosomes, and ER for ceramide analysis was performed as described (26).

### Western blotting

Liver lysates for Western blot were generated by homogenization in RIPA buffer and protein content was assessed by BCA assay (Thermo Fisher Scientific). Protein (50 μg) was separated by SDS-PAGE, transferred, and probed with antibodies specific for PLIN2 (1:1,000; ab108323, Abcam), lysosomal-associated membrane protein 1 (LAMP1) (1:1;000; 3243, Cell Signaling Technology, Danvers, MA), microtubule-associated protein light chain 3 (LC3B) (1:1,000; nb100-2220, Novus Biologicals, Centennial, CO), or GAPDH (1:2,000; MAB374, MilliporeSigma, Burlington, MA). All blots were visualized by chemiluminescence using secondaries conjugated to HRP (1:5,000; sc-2004, Santa Cruz Biotechnology, Santa Cruz, CA), except GAPDH, which was visualized by infrared secondary (1:15,000; 926-68070, LiCor, Lincoln, NE) scanned on a LiCor Odyssey (LiCor). Quantitation was done using LiCor software and on scans of radiographs in ImageJ software (National Institutes of Health, https://imagej.nih.gov/ij/).

### Gene expression

RNA was extracted using the PureLink™ RNA mini kit (Life Technologies, Carlsbad, CA). DNase I-treated (Life Technologies) RNA was reverse transcribed using a high-capacity cDNA reverse transcription kit, and mRNA expression was measured by real-time PCR (Applied Biosystems) using TaqMan primers from Life Technologies. ASAH1 mRNA was quantified using SYBR Green (Applied Biosystems) with PCR primers described previously (20). Relative mRNA expression was normalized to GAPDH, 18s rRNA, or 36B4.

### RNaseq

Total RNA quantity and quality were assayed with an Agilent 2100 bioanalyzer instrument using the RNA 6000 Nano kit (Agilent Technologies). Libraries were prepared at Next Generation Sequencing Core at the University of Pennsylvania using TruSeq Stranded mRNA HT Sample Prep Kit (Illumina) as per the standard protocol in the kit’s sample preparation guide. Libraries were assayed for size using a DNA 1000 kit of Agilent 2100 Bioanalyzer (Agilent Technologies) and quantified using the KAPA Library quantification kit for Illumina platforms (KAPA Biosystems). One hundred base pair single-read sequencing of multiplexed samples was performed on an Illumina HiSeq 4000 sequencer. Illumina’s bcl2fastq version 2.20.0.422 software was used to convert bcl to fastq files.

The Molecular Profiling Facility at the University of Pennsylvania performed data analysis. Raw sequence files (fastq) were mapped using salmon (https://combine-lab.github.io/salmon/) against the mouse transcripts described in GENCODE (version M19, built on the mouse genome GRCm38.p6, https://www.gencodegenes.org). Transcript counts were summarized to the gene level using tximport (https://bioconductor.org/packages/release/bioc/html/tximport.html) and normalized and tested for differential expression using DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Normalized data were visualized with principal components analysis to assess global relationships among the samples using Partek Genomics Suite (Partek, Inc., St. Louis, MO). A false discovery rate-corrected *P*-value was calculated by DESeq2 using the Benjamini-Hochberg method.

### Histology

Institutional review board-exempt status was obtained to use archived human liver tissue. The protocol conforms to the ethics outlined in the 1975 Declaration of Helsinki. Most samples were fixed in 10% neutral buffered formalin for 24 h and then transferred to 70% Etoh until paraffin embedding. Frozen tissue was thawed, fixed overnight in 10% NBF, transferred to 70% Etoh, and then paraffin embedded for sectioning. Paraffin sections were stained with hematoxylin and eosin. Oil Red O staining on liver sections frozen in cryoprotectant media was performed by the Molecular Pathology and Imaging Core at the University of Pennsylvania. Immunohistochemistry on mouse and de-identified human liver samples was performed using a BOND instrument (Leica Microsystems, Mannheim, Germany) with heat-epitope retrieval for 20 min in ER1 solution. Electron microscopy (EM) sample preparation, immunogold labeling, and imaging were performed by the EM Resource Lab at the University of Pennsylvania.

### Patients and liver RNA sequencing

For human RNaseq studies, human liver samples were obtained from the Human Biorepository Core from the National Institutes of Health-funded international InTeam consortium and from Cliniques Universitaires Saint-Luc (Brussels, Belgium), as described previously (27). All participants gave written informed consent and the research protocols were approved by the local Ethics Committees and by the central Institutional Review Board of the University of North Carolina at Chapel Hill.

A total of 90 patients were included. Patients were grouped into seven categories: nonobese, high alcohol intake, early alcoholic steatohepatitis (“Early”, N = 12); nonsevere alcoholic hepatitis (“Nsev AH”, N = 11); severe alcoholic steatohepatitis (“Sev AH”, N = 29); nondiseased (“Normal”, N = 10); NAFLD without alcohol abuse (“NAFLD”, N = 9); chronic hepatitis C virus (HCV) (HCV, N = 10); and compensated HCV cirrhosis (“Comp HCV Cirr”, N = 9). Patients with malignancies were excluded.

RNA purity and quality assessment, library preparation, sequencing, and bioinformatic analyses have been described previously (27). Total RNA libraries were built using TruSeq Stranded Total RNA Ribo-Zero GOLD (Illumina) and sequenced using the Illumina HiSeq2000 platform. Sequencing was paired end (2 × 100 bp) and multiplexed. Limma package (2) was used for cyclic loss normalization followed by log transformation of the counts per million and mean-variance adjustment using the voom function (28).

### Statistics

Statistical analysis was performed using *t*-test or ANOVA with post hoc Newman-Keuls multiple comparison test (GraphPad Prism, La Jolla, CA). *P* < 0.05 was considered significant in all cases.

## RESULTS

### Hepatic ASAH overexpression reduces hepatic ceramides in alcohol-fed mice

ASAH is a lysosomal enzyme that hydrolyzes ceramide to sphingosine and a free FA (20). To achieve inducible liver-specific ceramide reduction, ASAH-overexpressing (ASAH+) mice and their control littermates were used for these studies (20). Expression of the ASAH transgene is controlled by rtTA, which is expressed specifically in the liver and is Dox inducible (supplemental Fig. S1). ASAH− mice lack the ASAH transgene. We first confirmed that Dox feeding induced hepatic ASAH mRNA. ASAH− and ASAH+ littermates were ad libitum fed a control liquid diet with Dox for 7 days, and mRNA was measured in various organs. Dox treatment robustly increased ASAH transcript specifically in the livers of ASAH+ mice (**Fig. 1A**). ASAH transgene induction was additionally confirmed by immunohistochemistry (Fig. 1B). Notably, liver histology was similar in ASAH+ and ASAH− control-fed mice (Fig. 1C).

**Fig. 1.**
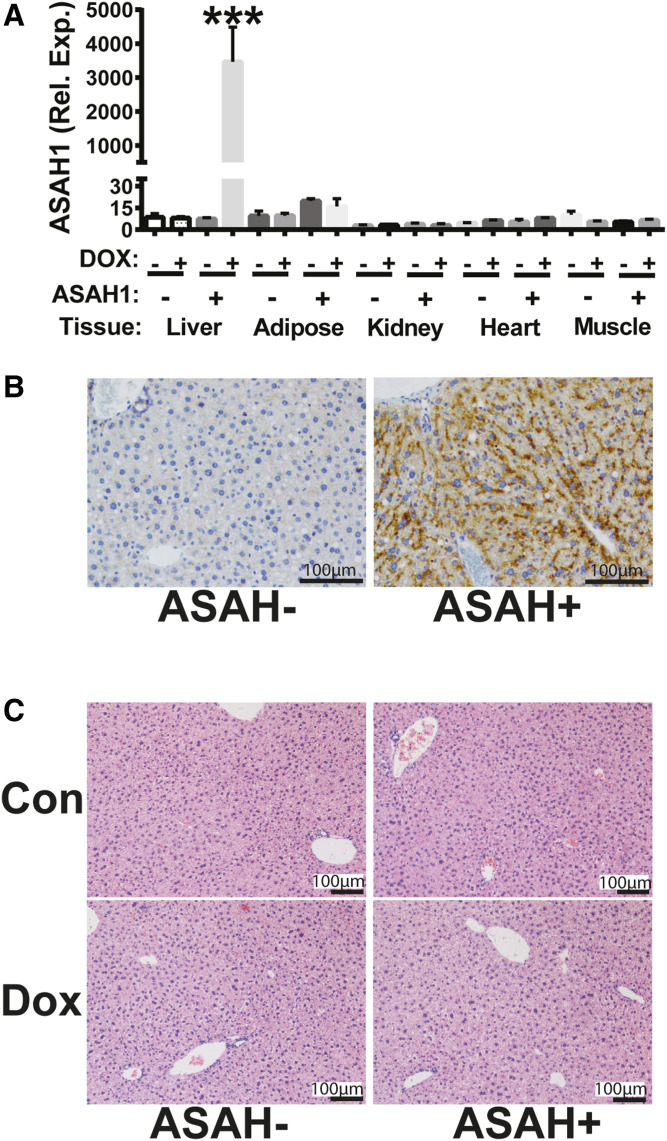
ASAH overexpression is inducible and liver-specific. Female ASAH− and ASAH+ mice were fed a liquid control or Dox-supplemented diet for 7 days. A: ASAH RNA levels from various tissues were assessed by real-time RT-PCR. B: ASAH1 immunohistochemistry in Dox-fed ASAH− and ASAH+ littermates. C: Hematoxylin and eosin stained liver sections. ***P ≤ 0.01.

As a functional measure of increased ASAH activity, we performed mass spectrometry to quantify liver sphingolipids. Mice were pair-fed a Lieber-DeCarli control or Etoh diet with Etoh accounting for 28% of total caloric intake and supplemented with Dox for 28 days. The Lieber-DeCarli diet is a well-established model of the early stages of alcoholic disease because it induces hepatic steatosis and oxidative stress as a result of chronic alcohol intake. However, this model does not replicate advanced liver injury (19, 29). Relative to Etoh alone, ASAH induction reduced the long chain ceramides C14:0, C16:0, C22:0, C22:1, C24:0, C24:1, and C26:0 (**Fig. 2A**). Serum ceramide levels were similar between groups, confirming that ceramide reductions were liver-specific (Fig. 2B) and liver sphingosine levels were increased, consistent with the known action of ASAH (Fig. 2C).

**Fig. 2.**
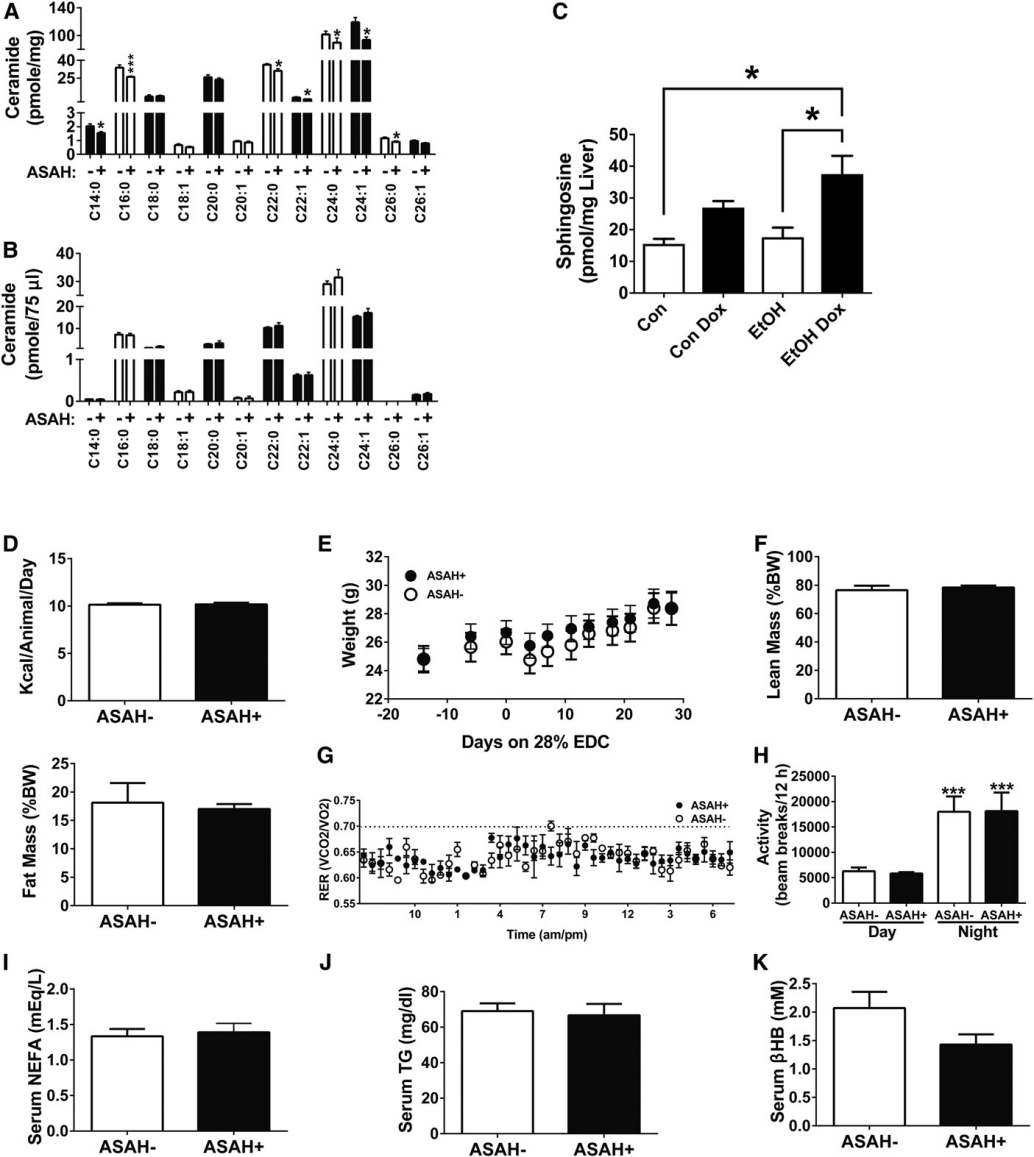
Hepatic ASAH overexpression reduces hepatic ceramides in alcohol-fed mice. Female ASAH− and ASAH+ mice were fed an Etoh-Dox diet for 4 weeks. Ceramide content in the liver (A) and serum (B) was measured by tandem mass spectrometry. C: Hepatic sphingosine content in control (Con), control Dox (Con Dox), alcohol (Etoh), and alcohol Dox (Etoh Dox) mice. Diet consumption (D), weight gain (E), and lean and fat mass (F) measured by NMR in ASAH− and ASAH+ mice. The Comprehensive Lab Animal Monitoring System was used to measure RER (G) and activity (H). Serum NEFA (I), TG (J), and β-hydroxybutyrate (βHB) (K). *P ≤ 0.05; ***P ≤ 001.

### Alcohol-fed ASAH− and ASAH+ mice have similar food intake, fuel utilization, and energy expenditure

Similar to our prior observations in wild-type mice (8, 10), chronic alcohol feeding increased liver TG in alcohol-fed ASAH− mice relative to pair-fed controls (supplemental Fig. S2A). Additionally, alcohol-fed ASAH− mice had a 2-fold increase in serum ALT relative to calorie-matched control diet-fed animals (supplemental Fig. S2A, B) and reduced total fat mass (supplemental Fig. S2C). Dox administration did not alter the phenotypic Etoh response in ASAH− mice (supplemental Fig. S2A, B).

For the subsequent experiments, we chose to compare ASAH− and ASAH+ mice fed an Etoh-Dox diet, a comparison that was the least confounding of all comparisons as assessed by RNaseq principal component analysis (data not shown) and that simulates the clinical scenario of patients with ongoing alcohol consumption.

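The RNaseq samples were whole-liver RNA from 13 mice in 3 groups that received 28% of their calories from ethanol for 4 weeks. Dox at 200 mg/l induces the Asah1 transgene in hepatocytes of ASAH+ mice, whereas ASAH− littermates have no inducible transgene. The groups were 4 ASAH− mice on the Etoh-Dox diet, 5 ASAH+ mice on the Etoh-Dox diet, and 4 ASAH+ mice on the Etoh diet without Dox. The study's design text gives 4 mice per group, and the paper's text does not give the number of mice sequenced, so all 13 were used. For the ASAH+ mice, the sample titles give the opposite Dox treatment from the sample descriptions and the induction labels. The descriptions and induction labels, which match each other, were used to assign these mice. The authors mapped single-end reads from poly(A)-selected, strand-specific libraries to mouse transcripts with salmon and summed the estimated counts to genes with tximport. The deposited table holds these estimated counts for 53392 genes as whole numbers, without scaling for library size. The average transcript lengths that tximport passes to DESeq2 were not used here. Between 17819486 and 35358711 reads per mouse were assigned to genes. The median was 25581976.5 in ASAH− mice on Etoh-Dox, 26316303 in ASAH+ mice on Etoh-Dox and 21948031 in ASAH+ mice on Etoh. Replicates of a group were all different libraries, since the chi-square statistic of their counts was 17.8 to 103 times its degrees of freedom over the 22 pairs. Genes with too few counts for the smallest group were filtered out, which left 14317 genes. Counts were normalized by the TMM method, and 1 model with 3 group means was fitted to all 13 mice, so that the groups shared 1 estimate of the spread. Genes with an adjusted p-value under 0.1, the threshold of supplemental Table S1, were called differentially expressed. The replicate numbers of the samples belong to different animals. Deviations from the group means of same-numbered mice on Etoh-Dox had a mean correlation of -0.133 over 4 pairs, against 0.033 for the other pairs. These correlations gave no sign of a pairing by number. Results with the replicate number as a block, an alternative set beforehand, are given beside those without it.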

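Principal components were computed from log2 CPM (counts scaled to a common library size) of the genes tested. The first 3 components held 17.0%, 14.5% and 11.0% of the variance. The groups overlapped on the first 2 components. On the third component, the 4 ASAH+ mice on Etoh had the lowest scores, from -34.3 to -2.84, and the mice on Etoh-Dox had scores from -2.38 to 17.0. The distance between groups over all genes was measured as a pseudo-F, the ratio of the variance between groups to that within groups, and tested by an exact permutation of the mice. The exact p is the share of divisions of the mice with a pseudo-F at least as large. ASAH+ and ASAH− mice on Etoh-Dox had the smallest pseudo-F, 0.812 (exact p = 0.802). The pseudo-F was 1.09 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh (exact p = 0.286), and 1.19 between ASAH+ mice with and without Dox (exact p = 0.143). By these exact p-values, none of these 3 differences stood out from those of random divisions of the mice. The smallest p that the permutations allow is 0.00794 for 5 mice against 4 and 0.0286 for 4 against 4. ASAH+ and ASAH− mice on Etoh-Dox had the smallest pseudo-F in each of the 18 alternative settings as well, while the order of the other pairs changed. With each gene scaled to unit variance, the pseudo-F was 1.35 for ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh, above the 1.24 for ASAH+ mice with and without Dox. In the tests of single genes, each of the 3 comparisons had 2 differentially expressed genes. Genes with an unadjusted p-value under 0.05 numbered 409 between ASAH+ and ASAH− mice on Etoh-Dox, 1044 between ASAH+ mice with and without Dox, and 1316 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh. DESeq2, run on the groups compared alone in place of edgeR, moved the counts of these last comparisons most, to 114 differentially expressed genes for ASAH+ mice with and without Dox and 168 for ASAH− mice on Etoh-Dox against ASAH+ mice on Etoh. 

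**Figure D1:**
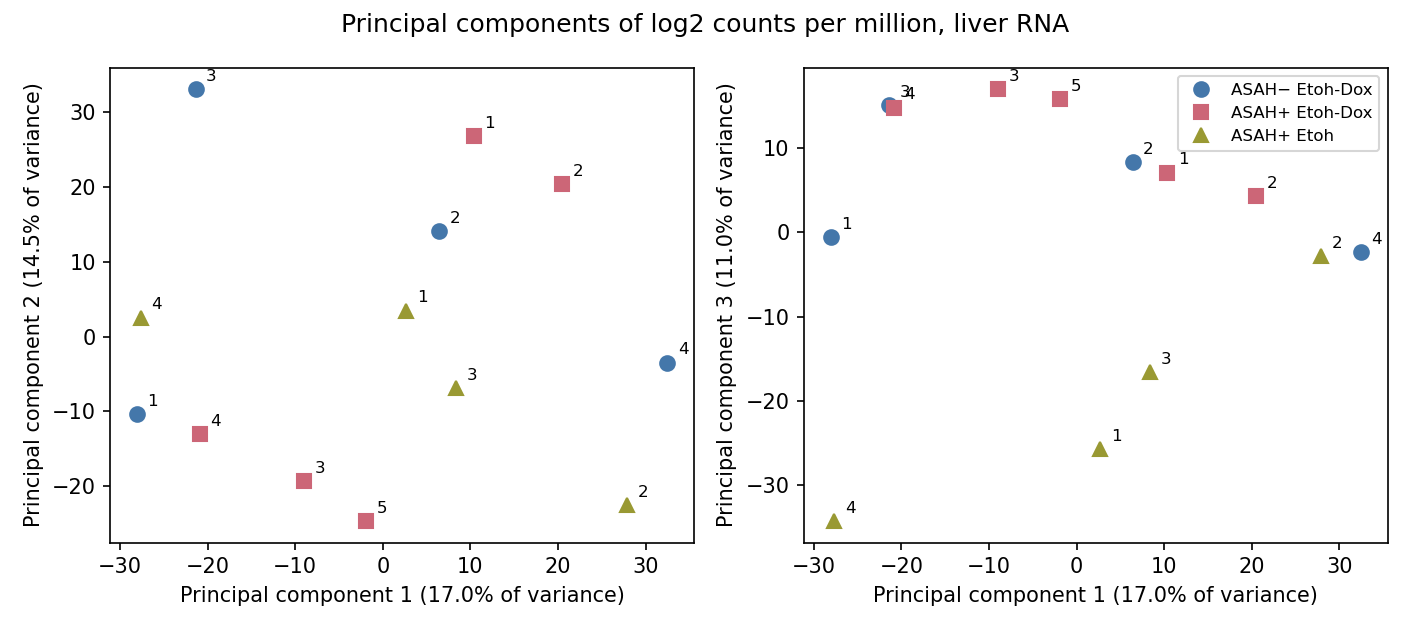
Scores of the 13 mice on principal component 1 against component 2 (left) and component 3 (right), computed from log2 CPM; axis labels give each component's share of the variance. Each point is 1 mouse with its replicate number, and symbols mark the 3 groups; ASAH+ and ASAH− mice on Etoh-Dox are intermixed on components 1 and 2, and the 4 ASAH+ mice on Etoh have the lowest scores on component 3, with replicate 2 (-2.84) next to ASAH− replicate 4 (-2.38).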

Both ASAH− and ASAH+ mice fed an Etoh-Dox diet consumed approximately 10 kcal/day and had similar weight gain (Fig. 2D, E). NMR imaging demonstrated a similar percentage of fat and lean mass between ASAH− and ASAH+ littermates (Fig. 2F). To assess whether there were any differences in fuel utilization or activity level, we performed comprehensive laboratory animal monitoring. Fat oxidation is the primary fuel source in Etoh-Dox-fed animals, as evidenced by a RER (VCO_2_/VO_2_) (a measure of fuel utilization) of approximately 0.6 in both genotypes during the 24 h monitoring period (Fig. 2G). In addition, there were no differences in the activity pattern of ASAH− and ASAH+ animals. Namely, daytime activity and an ∼2-fold increase in nocturnal activity were observed in both groups (Fig. 2H). These similarities in energy expenditure and fuel utilization between ASAH− and ASAH+ Etoh-Dox-fed mice are supported by the similar serum NEFA, TG, and β-hydroxybutyrate levels (Fig. 2I–K), the constellation of which reflect fat utilization. Together, these data suggest that liver-specific ceramide reduction does not impair overall energy homeostasis in Etoh-Dox-fed mice.

### Liver-specific ceramide reduction reverses alcohol-induced hepatic IR

To assess insulin sensitivity, we performed the gold-standard hyperinsulinemic-euglycemic clamp study. Similar to findings in Etoh-fed wild-type mice (8), clamp GIR, a marker of whole-body insulin sensitivity, was significantly reduced in ASAH− Etoh-Dox-fed mice. GIR was 2-fold higher in ASAH+ mice relative to ASAH− animals (**Fig. 3A**), showing that hepatic ASAH overexpression improves insulin sensitivity in alcohol-fed mice.

**Fig. 3.**
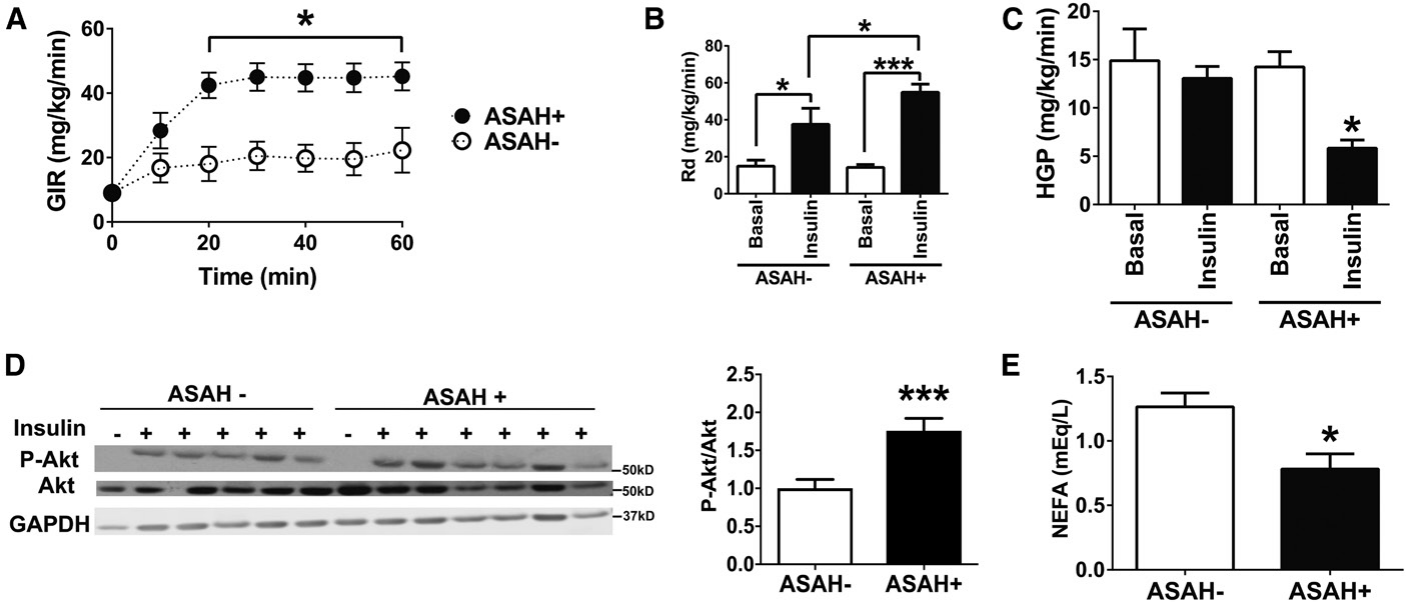
Ceramide reduction reverses alcohol-induced hepatic IR. Female ASAH− and ASAH+ mice were fed an Etoh-Dox diet for 4 weeks and hyperinsulinemic-euglycemic clamps were used to measure GIRs (A), Rd (B), and HGP (C). D: Immunoblots and quantification of Akt and P-Akt from whole liver extracts from mice 20 min after intraperitoneal insulin injection. E: Serum NEFA levels measured during hyperinsulinemic-euglycemic clamp. *P ≤ 0.05; ***P ≤ 0.01.

The insulin-sensitizing effect of ceramidase overexpression was in part due to improvements in Rd (Fig. 3B). However, the major source of improved insulin sensitivity in ASAH+ Etoh-Dox-fed mice was augmented hepatic insulin sensitivity. Specifically, ASAH− Etoh-Dox-fed mice were refractory to insulin’s inhibitory effects on hepatic glucose production (HGP), while ceramidase-overexpressing mice exhibited a 57% reduction in HGP in response to insulin (Fig. 3C).

To further examine the molecular basis for the improvement in hepatic insulin sensitivity in Etoh-Dox-fed ASAH-overexpressing mice, we quantified hepatic expression of Akt and P-Akt (the major insulin signaling molecules) in response to acute insulin injection. The livers of Etoh-Dox-fed ASAH− and ASAH+ mice were harvested twenty minutes after an intraperitoneal injection of insulin for immunoblot measurement of Akt and P-Akt. Relative to total Akt, ASAH+ mice had a nearly 2-fold increase in P-Akt, demonstrating that ceramide reduction improves hepatic insulin signaling in alcohol-fed mice by an Akt-mediated mechanism (Fig. 3D).

We next measured serum NEFA under clamp conditions, as insulin inhibits adipose lipolysis and subsequent NEFA release, which has been demonstrated to acutely promote HGP (30, 31). Clamp NEFA levels were reduced 38% in ASAH+ mice (Fig. 3E). Together, these data demonstrate that hepatic ceramide reduction improves insulin sensitivity in alcohol-fed mice by increasing both hepatic and adipose insulin signaling.

### Hepatic ceramide reduction improves alcoholic steatosis

We demonstrated previously that compared with a control liquid diet, an alcohol liquid diet promotes steatosis, PLIN2 upregulation, and ceramide accumulation in a temporal pattern (8). Here, we examined how hepatic ceramide reduction influences alcohol-induced LD accumulation and PLIN2 upregulation. Etoh-Dox-fed ASAH+ mice had reduced steatosis relative to ASAH− littermates, as evidenced by reduced Oil Red O staining of liver histological sections (**Fig. 4A**) and a 2-fold reduction in liver TG (Fig. 4B). ASAH+ mice also had less hepatocellular injury as assessed by serum ALT (Fig. 4C). Protein expression for PLIN2 (9) was also reduced (Fig. 4D). Together, these data demonstrate that hepatic ceramide reduction reduces LD accumulation and hepatic injury in early ALD.

**Fig. 4.**
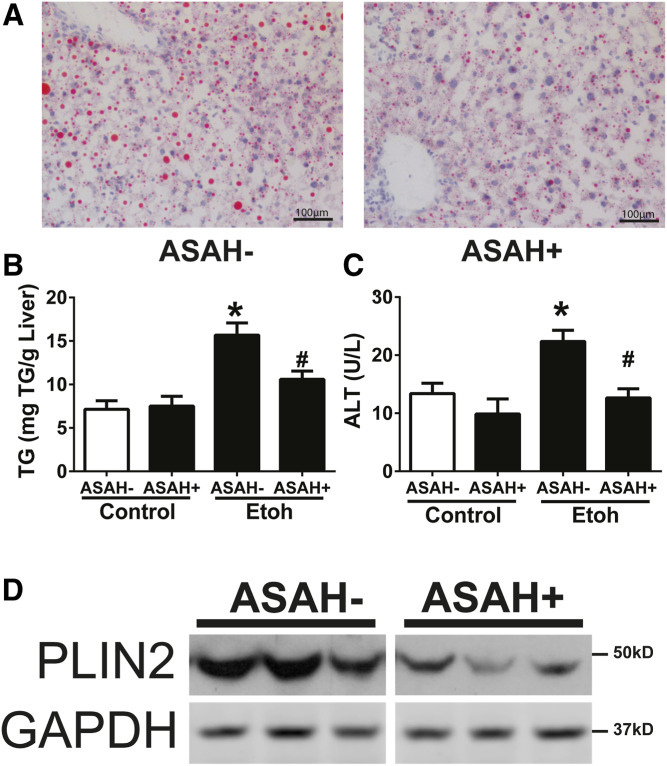
Hepatic ceramide reduction improves alcoholic steatosis. Female ASAH− and ASAH+ mice were fed an Etoh-Dox diet for 4 weeks. A: Oil Red O staining on frozen liver sections. TG levels in whole liver extracts (B), serum ALT (C), and immunoblots (D) from whole liver extracts. *P ≤ 0.05 versus ASAH− Control; #*P* ≤ 0.05 versus ASAH− EtOH.

### Ceramide reduction increases VLDL secretion

To determine the mechanism by which ceramide reduction alleviates steatosis, we analyzed key FA synthetic and metabolic pathways. Ceramide reduction had negligible effects on markers of FA import, oxidation, and synthesis. To examine FA import, we measured RNA levels for the FA transport protein CD36 (**Fig. 5A**) and serum NEFA (Fig. 2I) and found no differences between the ASAH− and ASAH+ mice. For FA oxidation, we observed similar RER (Fig. 2G), serum ketones (Fig. 2K), and hepatic RNA levels of PPARα (Fig. 5B), a transcriptional factor that regulates FA oxidation. Additionally, we saw no differences by Western blot in a key FA oxidative regulator, phosphorylated AMP-activated protein kinase (Fig. 5C). Collectively, these data suggest that FA oxidation was not modulated by hepatic ceramide reduction. To assess FA synthesis, we measured RNA levels of SREBP-1c (a master regulator of de novo lipogenesis) and its target gene, FA synthase, and found no differences (Fig. 5D), suggesting that hepatic ceramide reduction did not alter FA synthesis. 

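To read lipid metabolism from the RNaseq counts, 191 genes of FA import, FA oxidation, FA synthesis, triglyceride (TG) synthesis and lipid droplets, VLDL secretion, cholesterol metabolism and sphingolipid metabolism were listed before the counts were examined, with Asah1 left out. Of these, 184 had enough counts to be tested between ASAH+ and ASAH− mice on Etoh-Dox. None was differentially expressed after adjustment over all genes tested, or after adjustment over the listed genes alone, where the smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.477. There were 8 listed genes with an unadjusted p-value under 0.05, where evenly spread p-values would give 9.2. Over all genes tested, 2.86% had an unadjusted p-value under 0.05, a smaller share than evenly spread p-values give. The number 9.2 is thus too high for this comparison, and the 8 genes are not shown to fall below the rate of other genes. The log2 fold change was within 0.5 of no change for 175 of the 184 genes, with a median standard error of 0.16, and ranged from -0.89 for G0s2 to 0.87 for Pnpla3. G0s2, an inhibitor of adipose triglyceride lipase, was 1 call when DESeq2 was run on these groups alone (adjusted p = 0.0996 from DESeq2 with Benjamini-Hochberg adjustment), and 0 calls were made with DESeq2 on all 13 mice or with the replicate number as a block. G0s2 and Pnpla3 were chosen after their values were seen. The log2 fold change was -0.27 for Cd36 (standard error 0.31), -0.03 for Ppara (standard error 0.14), 0.25 for Srebf1 (standard error 0.35), 0.07 for Fasn (standard error 0.47) and -0.18 for Plin2 (standard error 0.22). Apob, whose protein is the main one of VLDL, had a log2 fold change of 0.00071 with a standard error of 0.078. Compared with ASAH+ mice on Etoh, Apob was lower in ASAH+ mice on Etoh-Dox (log2 fold change -0.28, standard error 0.078). It was also lower in ASAH− mice on Etoh-Dox (-0.28, standard error 0.083), and neither comparison had overlapping mice. EdgeR's test called neither (adjusted p = 0.505 and 0.389), whereas DESeq2 on all 13 mice called both (adjusted p = 0.0134 and 0.0491). Between ASAH+ and ASAH− mice on Etoh-Dox, none of these 6 genes differed by more than the spread between mice. The lists were also tested as sets with camera, a competitive test of whether a set moves relative to all other genes. The FA synthesis set was higher in ASAH+ mice (mean log2 fold change 0.20 over 20 genes, adjusted p = 0.00493 from camera with Benjamini-Hochberg adjustment over 10 sets). The set of TG synthesis and lipid droplets was lower (mean log2 fold change -0.17 over 28 genes, adjusted p = 0.0342 from the same test). Both depended on the correlation between genes of a set, which was fixed at 0.01. When it was estimated from the data, the adjusted p from camera with Benjamini-Hochberg adjustment was 0.432 for both sets. With the replicate number as a block, the adjusted p from camera was 0.000165 for FA synthesis and 0.0192 for TG synthesis and lipid droplets, and the FA oxidation set was lower with an adjusted p of 0.0192, against 0.170 without the block. With fry, a self-contained test of each set, the adjusted p by the Benjamini-Hochberg method was 0.596 for FA synthesis and for TG synthesis and lipid droplets, and 0.801 for FA oxidation. With each mouse left out in turn, the adjusted p from camera ran from 0.000334 to 0.475 for FA synthesis, from 0.000688 to 0.169 for TG synthesis and lipid droplets and from 0.000688 to 0.835 for FA oxidation. In all, 3 of the 10 sets passed the threshold, and 11 of the 16 splits of the mice on Etoh-Dox that part as many same-numbered mice, the real one included, gave at least as many.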

Further, RNaseq analysis showed no changes in lipid metabolism genes due to ASAH induction (supplemental Table S1). By contrast, when we measured VLDL TG secretion in vivo, we found an almost 20% increase and a parallel 50% increase in serum levels of the major VLDL protein apoB in ASAH+ mice compared with ASAH− mice (Fig. 3E).. Together, these data demonstrate that hepatic ceramide reduction improves alcoholic steatosis in part through increased hepatic VLDL secretion.

**Fig. 5.**
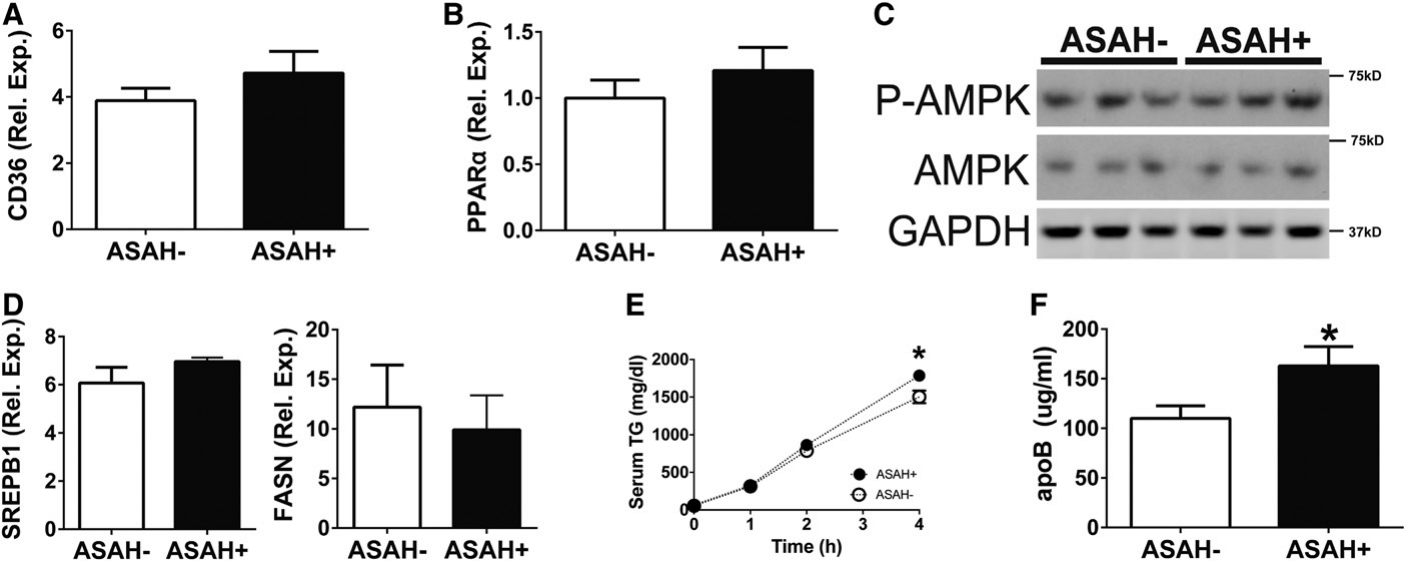
Ceramide reduction increases VLDL secretion. Female ASAH− and ASAH+ mice were fed an Etoh-Dox diet for 4 weeks. RNA extracted from whole liver was assayed by real-time RT-PCR for CD36 (A) and PPARα (B). Immunoblots from whole liver extracts (C) and real-time RT-PCR (D). Serum TG levels during a VLDL kinetic assay (E) and apoB by ELISA (F). *P ≤ 0.05.

### ASAH induction decreases LD ceramides and increases lipophagy

Ceramides are present in several cellular organelles and membranes; however, little is known about how pharmacologic or genetic manipulation of hepatic ceramides differentially alters ceramide content in subcellular compartments. To address this, we measured ceramides in purified lysosomes, ERs, and LDs (supplemental Fig. S3) from Etoh-Dox-fed mice using a protocol recently described by our laboratory that demonstrates our ability to isolate these organelles without contamination (26). As anticipated, induction of the lysosomal protein ASAH1 reduced lysosomal ceramide levels by approximately 25% (**Fig. 6A**). Notably, there was no apparent effect on de novo synthesized ceramides as the ER ceramide pool was unaffected in ASAH+ mice. Unexpectedly, we observed the greatest reduction in ceramides in the LD fraction, where ceramide concentration was reduced by 40% (Fig. 6A). The effects on LD ceramides were not due to mislocalization of ASAH1 to LD membranes, as confirmed by Western blot of isolated LDs (supplemental Fig. S3), thus implicating an alternative process by which lysosomal ceramide enzymes influence LD ceramide content.

**Fig. 6.**
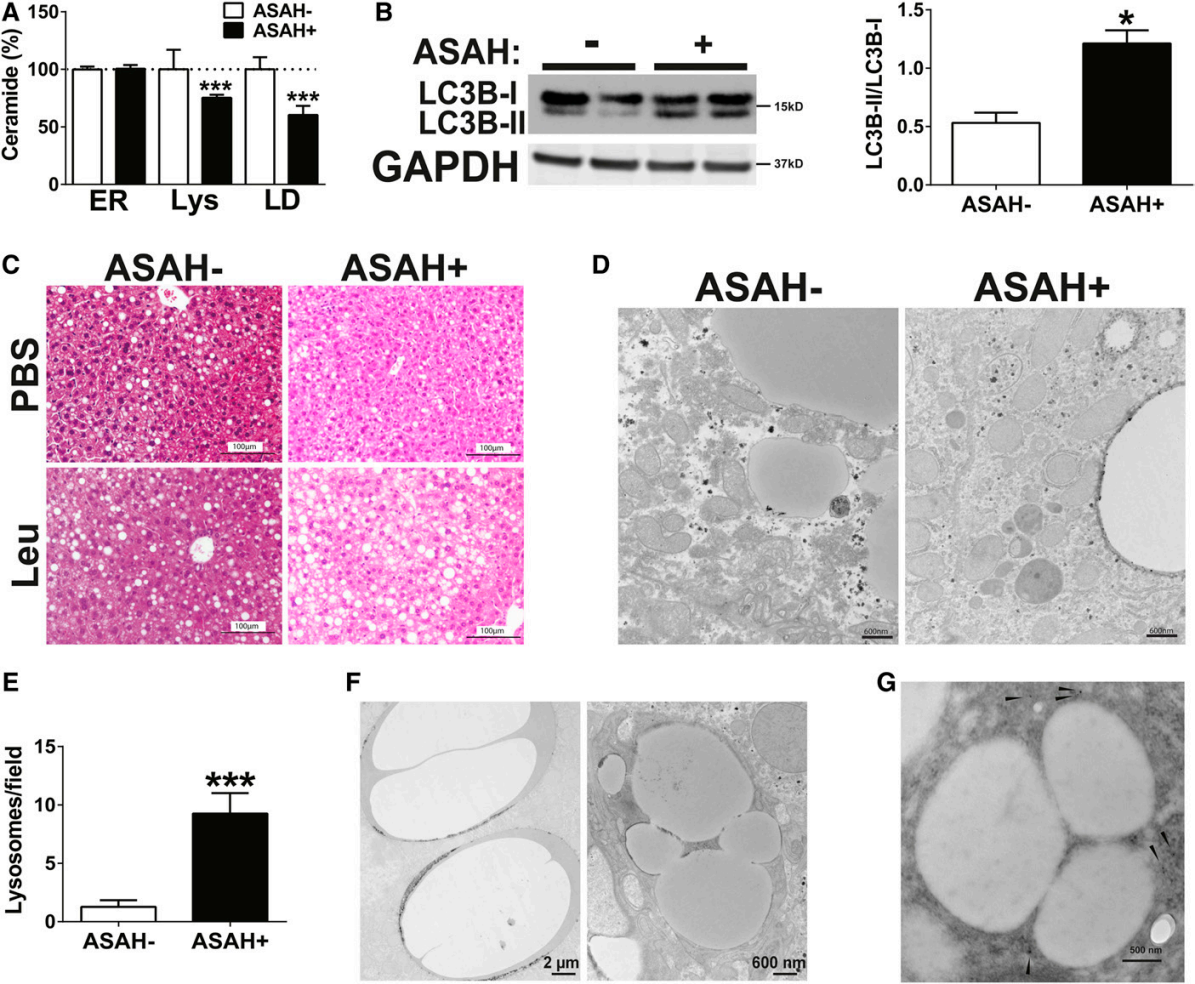
ASAH induction decreases LD ceramides and increases lipophagy. Female ASAH− and ASAH+ mice were fed an Etoh-Dox diet for 4 weeks. A: ER, lysosomes (Lys), and LDs were isolated from liver and assayed by mass spectrometry for ceramide content. B: Immunoblot images from whole liver lysates. C: Liver histologic sections following treatment with intraperitoneal leupeptin or PBS. D: Liver ultrastructure was visualized by EM (scale bar = 600 nm). E: Lysosomes per field was quantitated in EM images. F: Liver ultrastructure by EM. G: Immunogold staining (arrows) for LAMP1 in liver EM section. *P ≤ 0.05; ***P ≤ 0.01.

Lipophagy is an autophagic process by which lysosomes degrade LDs in autophagosome structures (32–34). As lysosomes and LDs interact intimately during this process (32), we hypothesized that the observed lysosomal-LD ceramide cross-talk was due to increased lipophagy. To establish whether lipophagy contributed to our observations, we measured LC3 levels in ASAH+ liver lysates. We observed increased LC3-II levels in ASAH+ mice compared with littermate controls (Fig. 6B). We next inhibited lipophagy with leupeptin and observed that we prevented the anti-steatotic effect of ASAH overexpression with lipophagy inhibition (Fig. 6C). To further investigate whether lipophagy contributed to the improvement in steatosis upon ASAH induction, we examined liver ultrastructure by EM in Etoh-Dox-fed ASAH− and ASAH+ mice. Indeed, in ASAH+ mice but not ASAH− mice we found both a significantly greater number of lysosomes (Fig. 6D, E) and numerous LDs enveloped by double-membrane structures that appeared to be autophagolysosomes in ASAH+ mice (Fig. 6F). Immunogold labeling of the EM sections demonstrated that these double-membrane bound vesicles were positive for the lysosomal marker LAMP1 (Fig. 6G), thus confirming that these structures were LD-containing autophagolysosomes. Together, these data demonstrate that there is ceramide cross-talk between the lysosomal and LD cellular compartments, and that hepatic ceramide reduction via lysosomal ASAH1 induction ameliorates alcoholic steatosis in part by increasing lipophagy.

### ASAH1 is induced in human ALD

To establish the relevance of ASAH1 induction in human alcoholic steatosis, we performed immunostaining for ASAH1 in human alcoholic liver tissue. We observed that ASAH1 is upregulated in areas surrounding the LD in human liver samples (**Fig. 7A**). ASAH1 expression is also increased in human alcoholic cirrhotic livers, most notably in the hepatocytes that border the fibrous fibroblast-rich regions (Fig. 7B). In addition, in a cohort of patients with and without various etiologies of chronic liver disease (27), patients with severe acute alcoholic hepatitis [a distinct clinical syndrome of ALD that results in high short-term mortality (35)] have the highest levels of hepatic ASAH1 mRNA expression (Fig. 7C). These observations position ASAH1 as not only a regulator of LD biology in early stage disease but also potentially as a modulator of chronic fibro-inflammatory pathways that characterize advanced alcohol-induced liver injury.

**Fig. 7.**
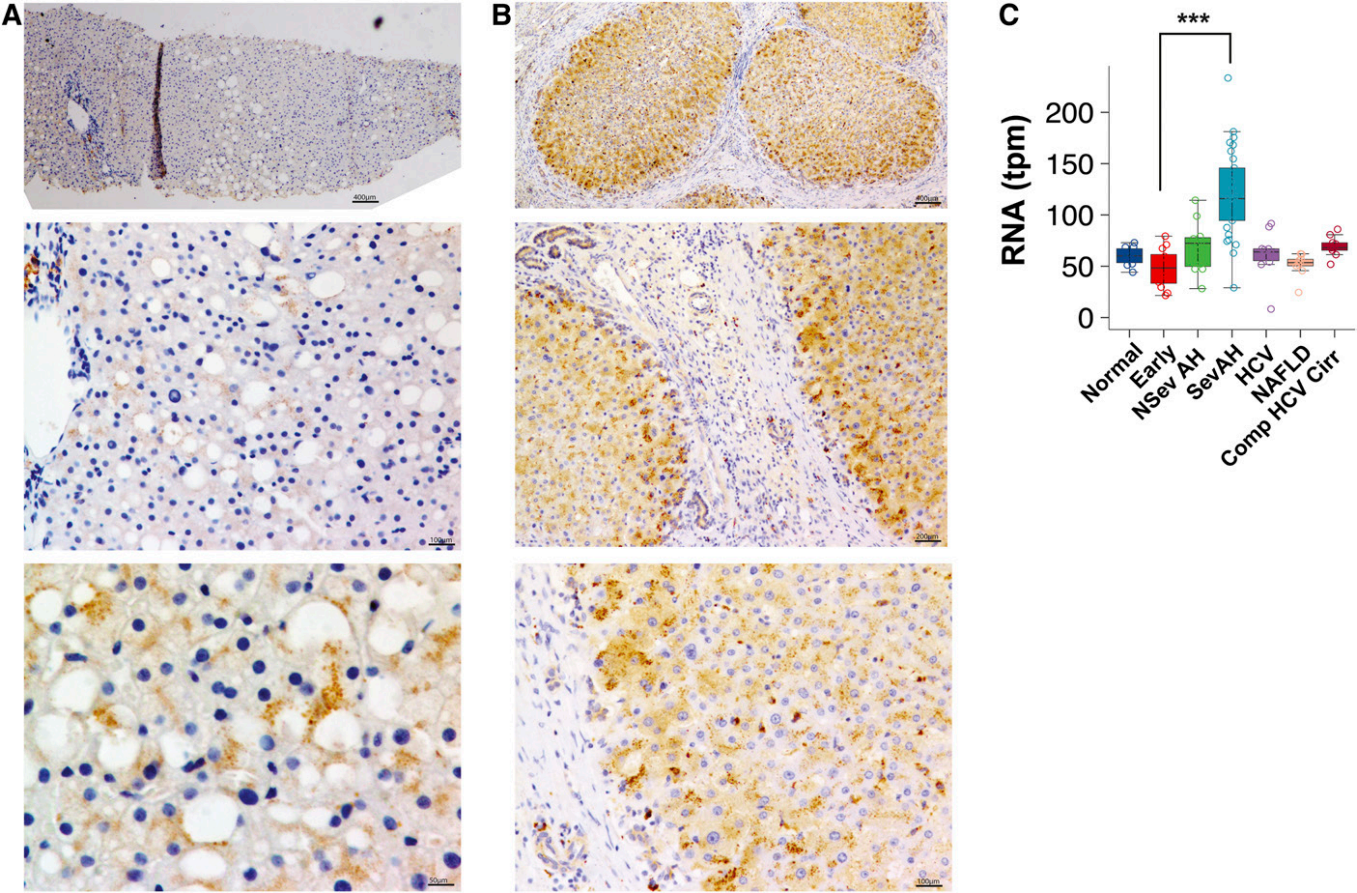
ASAH1 is induced in human ALD. ASAH1 immunostaining in liver biopsies from human alcoholic steatosis (A) and cirrhosis (B). C: Hepatic ASAH1 gene expression in human subjects with no chronic liver disease (Normal), early acute alcoholic hepatitis (Early), nonsevere acute alcoholic hepatitis (NSev AH), severe acute alcoholic hepatitis (Sev AH), chronic HCV, NAFLD, and compensated HCV cirrhosis (Comp HCV Cirr). tpm = transcripts per million. ***P < 0.0007, Sev AH versus Early.

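The induced gene was read first, as a check of the groups. Asah1 (ENSMUSG00000031591) lies on chromosome 8 of GRCm38 from 41340197 to 41374773 on the minus strand and encodes acid ceramidase. Its level, in CPM, was 49.4 ± 6.78 (SD, n = 4) in ASAH− mice on Etoh-Dox and 12755 ± 2796 (SD, n = 5) in ASAH+ mice on Etoh-Dox. Asah1 had a log2 fold change of 8.01 with a standard error of 0.20 (adjusted p = 1.24e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every ASAH+ mouse on Etoh-Dox was above every ASAH− mouse (exact two-sided permutation test, p = 0.00794, the smallest that 5 mice against 4 allow). ASAH+ mice on Etoh without Dox had 46.5 ± 1.70 CPM (SD, n = 4). The log2 fold change of ASAH− mice on Etoh-Dox over ASAH+ mice on Etoh was 0.09 (standard error 0.15, adjusted p = 0.906 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference within the spread between mice. Asah1 took 1.02 to 1.58% of all counts in ASAH+ mice on Etoh-Dox and 0.00396 to 0.00552% in the other 2 groups. Leaving Asah1 out of the library totals shifted the median log2 fold change of all genes by 0.00903. Among the alternatives, the replicate number as a block gave the lowest log2 fold change of Asah1, 7.91 (adjusted p = 1.88e-09 from the same edgeR test with the block). 

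**Figure D2:**
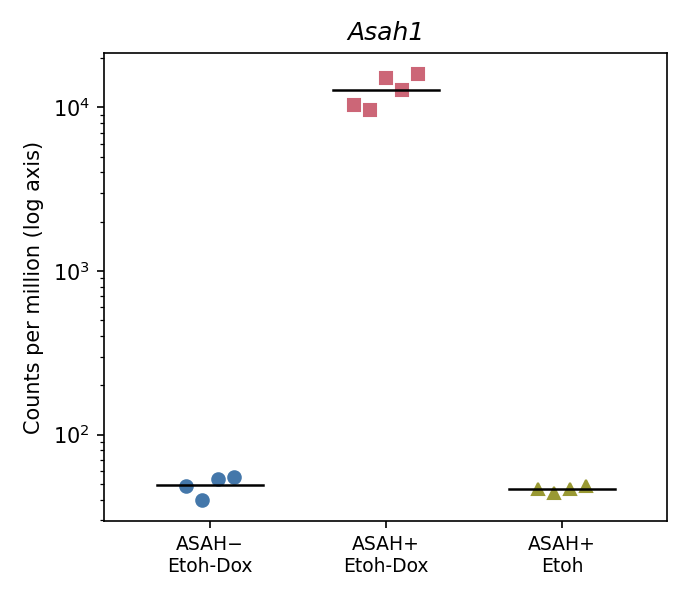
Asah1 in liver RNA, in CPM on a log axis, for each mouse of the 3 groups; horizontal lines are arithmetic group means. The 5 ASAH+ mice on Etoh-Dox lie between 9668 and 15935 CPM, and all mice of the other groups lie between 40.0 and 55.0 CPM.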

To examine this hypothesis, we performed RNaseq analysis on ASAH− and ASAH+ mice fed an Etoh-Dox diet. This analysis demonstrated differences in only 12 genes between the two groups (supplemental Table S1), including genes involved in oxidative stress [super-oxide dismutase 1 (SOD1)] and ER stress [Derlin 3 (Derl3)]. 

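Of all genes tested between ASAH+ and ASAH− mice on Etoh-Dox, 2 were differentially expressed at an adjusted p-value under 0.1, Asah1 and Sod1, both higher in ASAH+ mice. With the replicate number as a block, 1 gene, Asah1, was left. DESeq2, the tool of the paper's methods, gave 12 genes when run on all 13 mice and 11 when run on these groups alone. Of the 12, the genes in supplemental Table S1 were 5, namely Asah1, Sod1, Gm45837, Derl3 and Gm10925. Sod1 (ENSMUSG00000022982; chromosome 16 of GRCm38, 90220754 to 90226329, plus strand) encodes copper-zinc superoxide dismutase. Its level was 526 ± 53.4 CPM (SD, n = 4) in ASAH− mice and 846 ± 81.9 CPM (SD, n = 5) in ASAH+ mice. This was a log2 fold change of 0.69 with a standard error of 0.092 (adjusted p = 0.0212 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 5 ASAH+ mice were above all 4 ASAH− mice (exact two-sided permutation test, p = 0.00794). With the replicate number as a block, the log2 fold change was 0.63 and the adjusted p from the same edgeR test was 0.494. With each mouse left out in turn, the log2 fold change stayed between 0.64 and 0.76, and the adjusted p from edgeR's quasi-likelihood test was between 0.0138 and 0.169. Derl3 (ENSMUSG00000009092; chromosome 10, 75893413 to 75895941, plus strand) encodes derlin 3, a protein of ER-associated degradation. It had few reads, with 2 to 29 counts in the ASAH− mice. Its level was 0.541 ± 0.448 CPM (SD, n = 4) in ASAH− mice and 11.6 ± 10.5 CPM (SD, n = 5) in ASAH+ mice, where replicates 3, 4 and 5 had 13.6 to 25.6 CPM and replicates 1 and 2 had 1.60 and 0.648 CPM. Derl3 had a log2 fold change of 4.37 with a standard error of 1.06, and the gene was not called (adjusted p = 0.99966 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 19 of the 20 pairs of 1 ASAH+ and 1 ASAH− mouse, Derl3 was higher in the ASAH+ mouse (exact two-sided permutation test, p = 0.0476). With DESeq2 on all 13 mice the adjusted p of Derl3, by the Benjamini-Hochberg method, was 0.0193, and with DESeq2 on these groups alone it was 0.0954. With the replicate number as a block in edgeR, its log2 fold change was 3.57 and its adjusted p-value was 1. From the higher expression of Sod1, together with its RT-PCR and malondialdehyde measurements, the paper concludes that ASAH1 induction promotes a program that reduces oxidative stress in alcohol-fed mice. 

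**Figure D3:**
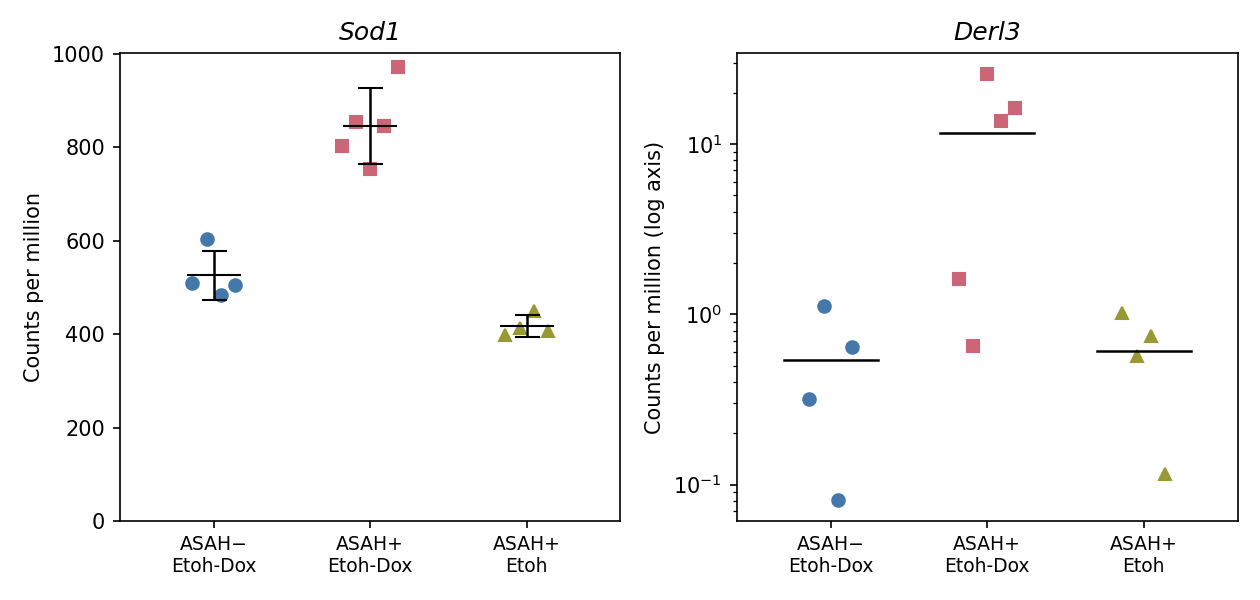
Sod1 (left, linear axis from 0) and Derl3 (right, log axis) in liver RNA, in CPM, for each mouse of the 3 groups. Horizontal lines are group means and the error bars of the Sod1 panel are the SD; the 5 ASAH+ mice on Etoh-Dox lie above all other mice for Sod1, whereas for Derl3 replicates 3, 4 and 5 lie at 13.6 to 25.6 CPM and replicates 1 and 2 lie among or close to the other mice.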

While the role of Derl3 has not been reported previously in ALD, alcohol-fed mice that lack SOD1 have increased oxidative stress, mitochondrial damage, and liver injury (36). We confirmed the upregulation of SOD1 by RT-PCR (**Fig. 8A**). We, additionally, performed a biochemical assay to determine whether ASAH overexpression improves oxidative stress by quantifying the oxidative stress lipid peroxidation product, malondialdehyde (MDA). Consistent with the RNaseq and RT-PCR results, we observed an approximately 50% reduction in MDA levels in Etoh-Dox-fed ASAH+ mice compared with ASAH− mice (Fig. 8B). These data demonstrate that ASAH1 induction promotes an oxidative stress reduction program and implicates ASAH1 as an important mediator of the liver’s stress response to alcohol overconsumption.

**Fig. 8.**
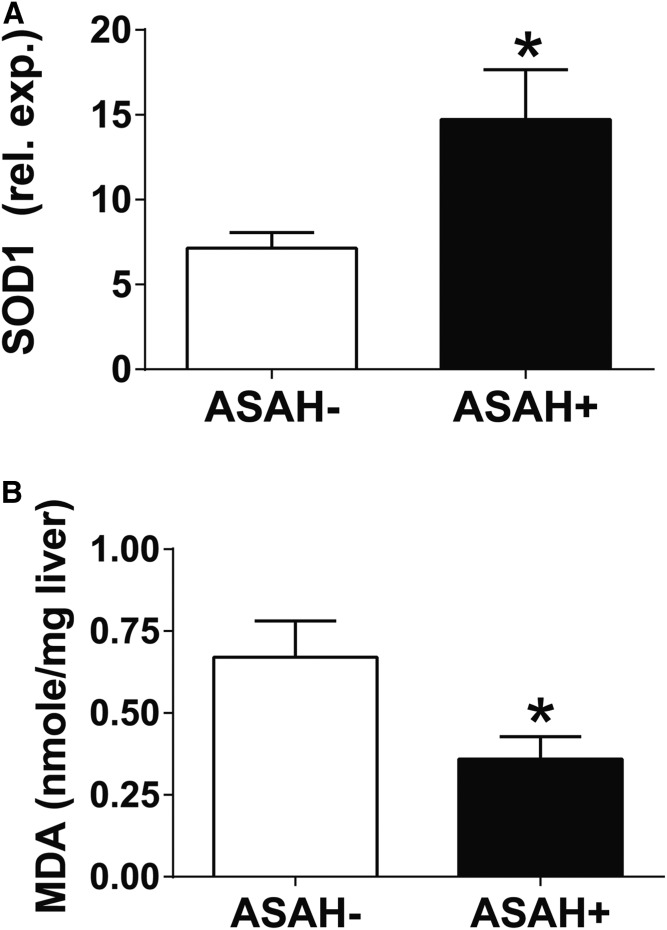
ASAH induction reduces lipotoxicity. Following 4 weeks of Etoh-Dox diet feeding, RNA extracted from whole liver was assayed by real-time RT-PCR for SOD1 (A) and MDA was measured biochemically in whole liver extracts (B). *P ≤ 0.05.

## DISCUSSION

The rising incidence of ALD (1) mandates the incorporation of new mechanistic insights into the paradigm of how we care for patients who suffer from alcohol overconsumption. ALD is a complex metabolic disease and is defined in large part by alcohol’s direct and indirect effects on hepatic lipid metabolism and its systemic effects on glucose tolerance that begin during the stage of hepatic steatosis (3, 37). These perturbations relate ultimately to alcohol’s promotion of cellular stress and the subsequent progression of liver disease from the earliest stage of hepatic steatosis to the more advanced stages of steatohepatitis, fibrosis, and cirrhosis.

In our study, we employed a genetic model of hepatic-specific ceramide reduction (38) that ameliorates the steatotic, insulin desensitizing, and oxidative stress-inducing effects of chronic alcohol intake. We demonstrate that overexpression of the lysosomal enzyme, ASAH, not only reduces hepatic ceramides, as anticipated, but also normalizes hepatic and adipose tissue insulin sensitivity and improves hepatic steatosis despite ongoing alcohol consumption, a clinical scenario faced by the majority of patients who have ALD.

Hepatic steatosis was alleviated by increased VLDL export and lipophagy. Lipophagy is an LD autophagic process negatively regulated by CD36 FA uptake (39) and involves the formation of autophagolysosomes that engulf LDs (32, 40, 41). PLIN2 and ceramides are both regulated by lipophagy (42, 43), and chronic alcohol consumption impairs autophagy in part through inhibition of lysosomal biogenesis and function (10, 44, 45). In our study, increased lipophagy upon ASAH1 induction was demonstrated by a significantly higher lysosomal and autophagolysosomal content in ASAH+ mice compared with ASAH− mice, and the reversal of the anti-steatotic effect with leupeptin. We suspect that the increased lipophagy is linked mechanistically with increased VLDL secretion, as autophagy makes available the lipids needed for apoB stability (46–49).

Enhanced lipophagy as a mechanism of steatosis attenuation upon induction of ASAH1 may relate uniquely to ALD. While reduced FA uptake and suppression of protein kinase C isoform ζ (PKCζ) are the primary mechanisms by which ceramidase overexpression improves steatosis in a nonalcoholic fatty liver model (20), PKCζ is decreased by alcohol (50) and would be an unlikely pathway for further mediation of steatosis. Additionally, based on our prior work showing that reductions in LD ceramides correlate with reduced alcoholic steatosis and IR in PLIN2-KO mice (9), we suspect that it is specifically the reduction of LD ceramides that drives the improvement in hepatic insulin sensitivity in ASAH+ mice.

Our findings are associated with decreased oxidative and lipotoxic stress. 

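In ASAH+ mice on the alcohol diet, Dox was compared directly, with 5 mice given Dox and 4 not given it. Sod1 had 417 ± 22.9 CPM (SD, n = 4) without Dox, and its log2 fold change upon Dox was 1.02 with a standard error of 0.093 (adjusted p = 0.000197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No mouse given Dox overlapped with a mouse not given it (exact two-sided permutation test, p = 0.00794). Sod1 was also higher in ASAH− mice on Etoh-Dox than in ASAH+ mice on Etoh, a comparison in which the transgene was induced in neither group, in 16 of 16 pairs of mice (log2 fold change 0.33, standard error 0.096). This difference had an exact two-sided permutation p of 0.0286, the smallest that 4 mice against 4 allow, and was not called across all genes (adjusted p = 0.389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Derl3 had 0.610 ± 0.377 CPM (SD, n = 4) without Dox. Its log2 fold change upon Dox was 4.19 with a standard error of 1.06 (adjusted p = 0.473 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 18 of 20 pairs of mice had the higher value with Dox (exact two-sided permutation test, p = 0.0635). DESeq2 on these groups alone gave Derl3 an adjusted p of 0.0142 by the Benjamini-Hochberg method, whereas DESeq2 on all 13 mice gave it none, since its mean count was under that tool's own filter, and so did not call it. In that fit the filter left only 1982 genes for this comparison, against 15808 between ASAH+ and ASAH− mice on Etoh-Dox. The adjusted p of Derl3 from edgeR, DESeq2 and limma ran from 0.0142 to 0.893 over the alternatives.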

Upon Dox induction, alcohol-fed ASAH+ mice have higher mRNA expression of SOD1 and Derl3. While the specific role of Derl3 requires further investigation in the context of ALD (45, 51), the higher SOD1 expression is supported by lower tissue MDA levels [an established marker of lipotoxicity (45)] observed in this study, and higher oxidative stress and liver injury in alcohol-fed SOD1-KO mice demonstrated in a previously published study (36).

Finally, our results have implications for human ALD. In humans with alcoholic steatosis, we observed punctate ASAH1 staining in close apposition to LDs, suggesting lysosome recruitment to the LD. ASAH1 is also upregulated in alcoholic cirrhotic and acute alcoholic hepatitis patients, perhaps as an attempt to reduce oxidative stress in ALD.

In summary, we demonstrate that lysosomal ASAH1 overexpression improves alcohol-induced steatosis, lipid dysregulation, and oxidative stress via hepatic-specific ceramide reduction and that overexpression of this enzyme is relevant in human ALD. We also outline a novel lysosomal-LD ceramide inter-organelle interaction mediated by lipophagy. This strategy of lysosomal ceramide reduction addresses both the metabolic and hepatic-specific effects of alcohol overconsumption and is an example of how molecular approaches can be included in the care of patients with ALD who have ongoing alcohol intake. Future studies will establish the effects of this strategy in more advanced models of ALD, an approach that will ultimately require investigation of positive regulators of ASAH1.

### Data availability

RNaseq datasets from ASAH mice analyzed in the current study are available at GEO, accession #GSE139015. Human RNaseq datasets for ASAH1 have been deposited in the Database of Genotypes and Phenotypes (dbGAP) of the National Center for Biotechnology Information (United States National Library of Medicine, Bethesda, MD) under accession number phs001807.v1.p1. The data supporting this study are available in the article and and the supplementary information, and are available from the corresponding author upon reasonable request.

## Supplementary Material

Supplemental Data

# Supplementary material for: Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice
**Source:** J Lipid Res. 2020 May 12;61(7):983–94. doi: 10.1194/jlr.RA119000446
**Supplement:** Supplemental Data

Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice — Ceramide reduction improves experimental ALD — Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice — Ceramide reduction improves experimental ALD — Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice — Supplemental Data 

# Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice

## Supplemental Data

- Supporting Information figures and legends

# Supplementary material for: Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice
**Source:** J Lipid Res. 2020 May 12;61(7):983–94. doi: 10.1194/jlr.RA119000446
**Supplement:** Supplemental Data

## SUPPLEMENTAL INFORMATION:

**Title:** Liver-specific ceramide reduction alleviates steatosis and insulin resistance in alcohol-fed mice

**Authors:**

Jason Correnti, Chelsea Lin, Jascha Brettschneider, Amy Kuriakose, Sookyoung Jeon, Eleonora Scorletti, Amanke Oranu, Dru McIver-Jenkins, Isabelle Kaneza, Delfin Buyco, Yedidya Saiman, Emma E. Furth, Josepmaria Argemi, Ramon Bataller, William L. Holland, Rotonya M. Carr

Jason Correnti, PhD (, University of Pennsylvania, Division of Gastroenterology)

Chelsea Lin (, University of Pennsylvania, Division of Gastroenterology)

Jascha Brettschneider (, University of Pennsylvania, Division of Gastroenterology)

Amy Kuriakose (, University of Pennsylvania, Division of Gastroenterology)

Sookyoung Jeon (, University of Pennsylvania, Division of Gastroenterology)

Eleonora Scorletti (, University of Pennsylvania, Division of Gastroenterology)

Amanke Oranu, MD (, United Health Services, Division of Gastroenterology)

Dru McIver-Jenkins (, University of Pennsylvania, Division of Gastroenterology)

Isabelle Kaneza (, University of Pennsylvania, Division of Gastroenterology)

Delfin Buyco (, University of Pennsylvania, Division of Gastroenterology)

Yedidya Saiman (, University of Pennsylvania, Division of Gastroenterology)

Emma E. Furth, MD (, University of Pennsylvania, Department of Pathology and Laboratory Medicine)

Josepmaria Argemi, (, Center for Liver Diseases, Pittsburgh Research Center, University of Pittsburgh Medical Center)

Ramon Bataller, MD, PhD (, Center for Liver Diseases, Pittsburgh Research Center, University of Pittsburgh Medical Center)

William Holland, PhD (, University of Utah, Department of Nutrition & Integrative Physiology)

Rotonya M. Carr, MD (, University of Pennsylvania, Division of Gastroenterology)

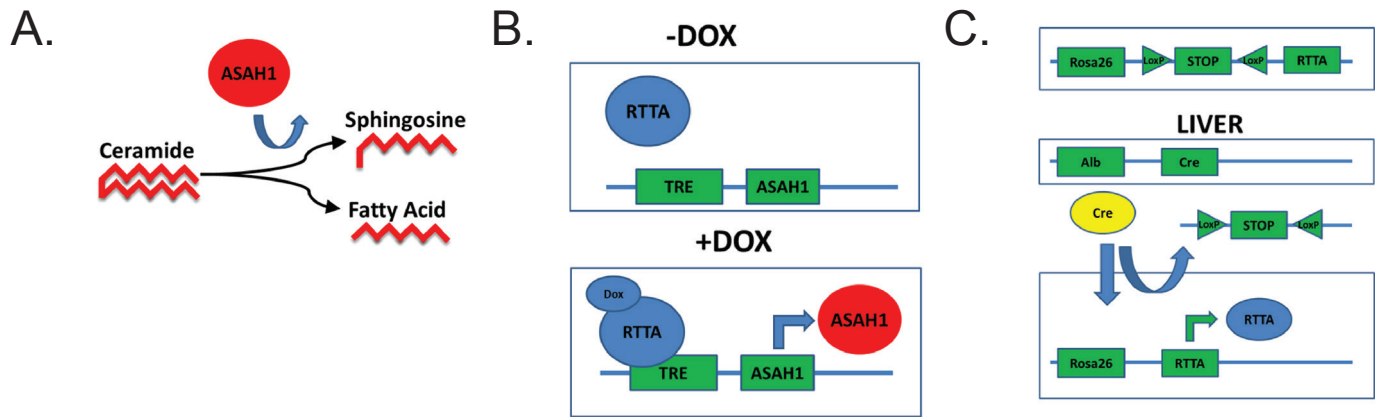

**Supplemental Figure S1: Schematic for genetically engineering inducible, liver-specific ceramide reduction in ASA1 mice.**

(A) The ceramidase ASA1 reduces ceramide levels by hydrolysis to sphingosine and free fatty acid. (B) ASA1 transcription is initiated by dox-dependent activation of reverse tetracycline-controlled transactivator (RTTA). (C) RTTA expression is repressed by a loxP-flanked stop codon. Liver-specific expression of Cre recombinase excises the stop codon, allowing RTTA expression exclusively in the liver.

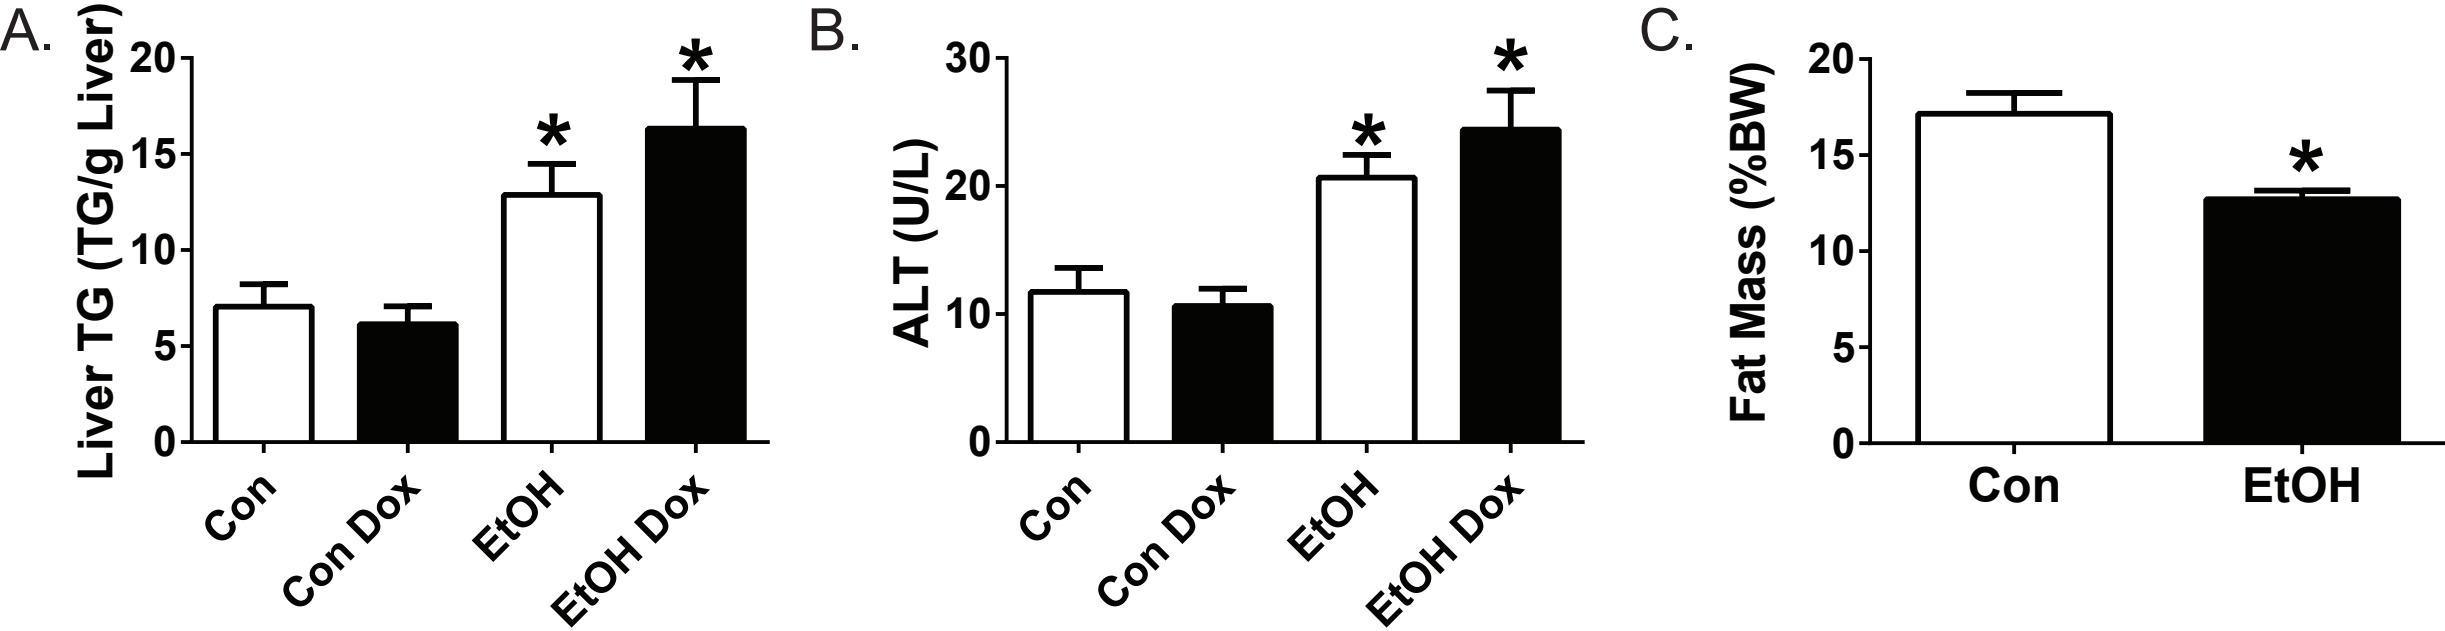

**Supplemental Figure S2: Ethanol consumption increases hepatic steatosis in ASAH- mice**

Female ASAH- mice were pair-fed a control or ethanol diet with and without dox for 4 weeks. (A) Triglyceride levels in whole liver extracts, (B) serum ALT, and (C) fat mass measured by NMR. \* $p \leq 0.05$

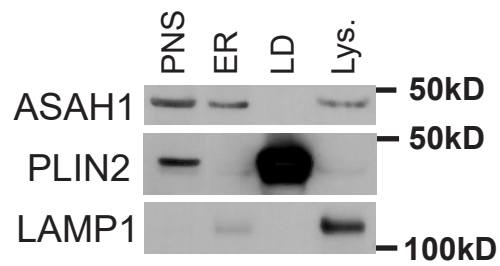

**Supplemental Figure S3: ASAH1 overexpression and its subcellular localization.**

Female ASAH+ mice were fed an Etoh-dox diet for 4 weeks. Whole liver lysate (Post-nuclear supernatant, PNS), endoplasmic reticulum (ER), lysosomes (lys), and lipid droplets (LD) were isolated from liver and assayed by immunoblotting.

| Gene symbol   | Ensembl Stable ID   | Gene description (Source:MGI Symbol)         | Gene type      | NCBI gene ID | Human gene name | log2 Fold Change | Fold Change | p value  | p adj    |
|---------------|---------------------|----------------------------------------------|----------------|--------------|-----------------|------------------|-------------|----------|----------|
| Asah1         | ENSMUSG000000031591 | N-acylsphingosine amidohydrolase 1           | protein_coding | 11886        | ASAH1           | 8.390            | 335.440     | 0        | 0        |
| Sod1          | ENSMUSG000000022982 | superoxide dismutase 1, soluble              | protein_coding | 20655        | SOD1            | 0.688            | 1.611       | 2.69E-10 | 2.50E-06 |
| Sel1l         | ENSMUSG000000020964 | sel-1 suppressor of lin-12-like (C. elegans) | protein_coding | 20338        | SEL1L           | 0.460            | 1.376       | 1.98E-08 | 0.0001   |
| Gm45837       | ENSMUSG000000030653 | predicted gene 45837                         | protein_coding | 207728       | PDE2A           | -24.158          | 0.000       | 1.82E-07 | 0.0008   |
| Gm4890        | ENSMUSG000000097174 | predicted gene 4890                          | lncRNA         |              |                 | 2.966            | 7.815       | 4.91E-07 | 0.0018   |
| Gpr12         | ENSMUSG000000041468 | G-protein coupled receptor 12                | protein_coding | 14738        | GPR12           | -2.425           | 0.186       | 1.29E-06 | 0.0040   |
| Col4a5        | ENSMUSG000000031274 | collagen, type IV, alpha 5                   | protein_coding | 12830        | COL4A5          | -0.992           | 0.503       | 3.35E-06 | 0.0089   |
| 9930021J03Rik | ENSMUSG000000046138 | RIKEN cDNA 9930021J03 gene                   | protein_coding | 240613       | KIAA2026        | 0.607            | 1.523       | 4.66E-06 | 0.0108   |
| Derl3         | ENSMUSG000000009092 | Der1-like domain family, member 3            | protein_coding | 70377        | DERL3           | 4.036            | 16.401      | 6.79E-06 | 0.0140   |
| Gm10925       | ENSMUSG000000100862 | predicted gene 10925                         | pseudogene     |              |                 | 2.050            | 4.140       | 7.83E-06 | 0.0145   |
| Slc25a53      | ENSMUSG000000044348 | solute carrier family 25, member 53          | protein_coding | 67062        | SLC25A53        | -2.205           | 0.217       | 6.40E-05 | 0.0991   |
| Zfp991        | ENSMUSG000000067916 | zinc finger protein 991                      | protein_coding | 666532       | ZNF34           | -2.052           | 0.241       | 6.27E-05 | 0.0991   |

## Supplemental Table S1: RNAseq analysis reveals ceramide reduction increases SOD1 expression.

Female ASAH- and ASAH+ mice were fed an Etoh-dox diet for 4 weeks. RNA extracted from whole liver was assayed by RNAseq. P-adj is False Discovery Rate corrected p-value, calculated by DESeq2 using the Benjamini Hochberg method. 

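The table gives for each gene a log2 fold change, which is positive when the gene was higher in ASAH+ mice, and a p-value adjusted for the number of genes tested by DESeq2. An adjusted p-value under 0.1 means that about 10% of the genes listed are estimated to be false calls. A log2 fold change of very large size, such as that of Gm45837, arises when all counts of a group are 0, and it then has no numerical meaning. Gm45837 (ENSMUSG00000030653; chromosome 7 of GRCm38, 101410886 to 101512819, plus strand) had 0 counts in all 5 ASAH+ mice on Etoh-Dox and in ASAH− replicates 1 and 3, and 264 and 221 counts in ASAH− replicates 2 and 4. It was below the count filter of the edgeR test. Its transcript overlaps those of Pde2a, with which it shares 3927 of its 4109 words of 31 bases, so the assignment of reads to either gene is uncertain. Summed with Pde2a, the log2 fold change was -0.20 (standard error 0.20, adjusted p = 0.99976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm10925 (ENSMUSG00000100862; chromosome 1, 24613974 to 24614651, minus strand) is a pseudogene whose 648 words of 31 bases all occur in the mitochondrial gene mt-Atp6. It had a log2 fold change of 2.05 (standard error 0.54) and was higher in all ASAH+ mice on Etoh-Dox than in all ASAH− mice. Most reads of the pair were counted on mt-Atp6, so that the sum would have changed by only 0.11 on the log2 scale if Gm10925 alone had changed, and the measured change of the sum was -0.024 (standard error 0.080). For the other genes of the table, only Asah1 and Sod1 aside, edgeR's adjusted p-values by the Benjamini-Hochberg method were all 0.99966. Sel1l had a log2 fold change of 0.34 (standard error 0.092), and the exact two-sided permutation p was 0.0238. Col4a5 was lower in every ASAH+ mouse than in every ASAH− mouse, with a log2 fold change of -0.68 (standard error 0.21). That of 9930021J03Rik was 0.27 (standard error 0.11) and that of Zfp991 was -0.42 (standard error 0.29). Gm4890, Gpr12 and Slc25a53 differed by less than the spread between mice, with log2 fold changes of 0.19 (standard error 0.38), 0.24 (standard error 0.42) and -0.066 (standard error 0.26). Gm4890 had between 7 and 20 counts and Gpr12 between 6 and 20 counts in each mouse of these groups. In ASAH+ mice with against without Dox, the log2 fold change was -0.17 (standard error 0.50) for Gm10925. It was 0.09 (standard error 0.092) for Sel1l and 0.0039 (standard error 0.11) for 9930021J03Rik. The rise of these genes over ASAH− mice was thus not seen upon Dox. Col4a5 was lower upon Dox as well, with a log2 fold change of -0.77 (standard error 0.21). 

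**Figure D4:**
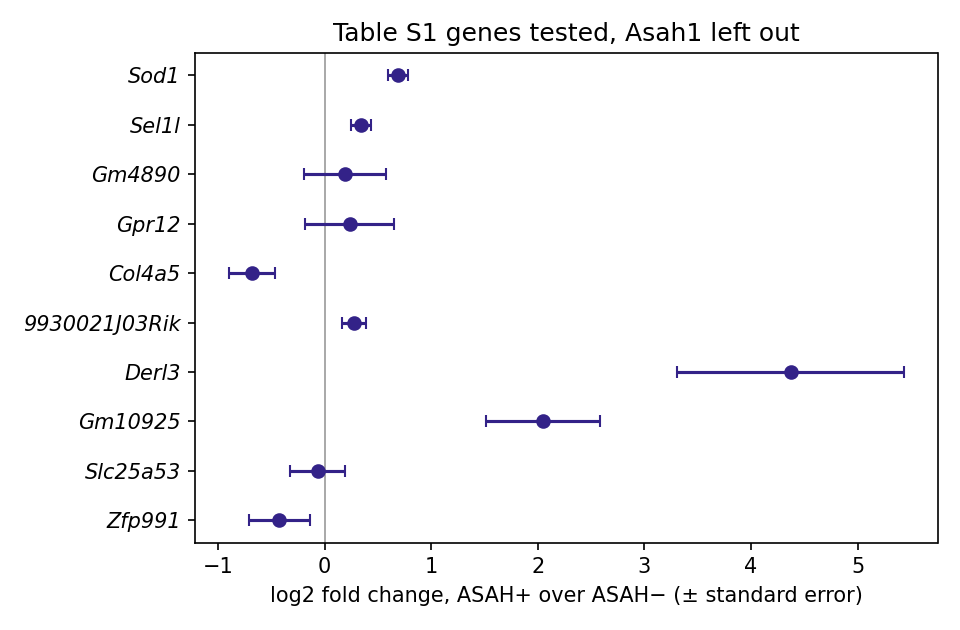
Log2 fold change of ASAH+ over ASAH− mice on Etoh-Dox for the genes of supplemental Table S1 that passed the count filter, Asah1 left out; points are estimates from edgeR and bars are standard errors. Gm4890, Gpr12 and Slc25a53 lie within 1 standard error of 0, and Derl3 has the largest change (4.37) and the widest bar.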

Genes listed have p-adj <0.1.

How the deposited data were processed for this re-analysis (not part of the article)

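Whole-liver RNA of 13 mice was measured by RNaseq: 4 ASAH− mice on the Etoh-Dox diet, 5 ASAH+ mice on the Etoh-Dox diet and 4 ASAH+ mice on the Etoh diet. All received 28% of calories from ethanol for 4 weeks, and Dox was given at 200 mg/l. Group and replicate were taken from the sample descriptions and induction labels; the titles of the ASAH+ samples give the opposite Dox treatment and were used only for replicate numbers. The level of Asah1 was examined after the groups were assigned. The human samples of the paper were not used here.

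The authors mapped the reads with salmon to the mouse transcripts of GENCODE M19 on GRCm38.p6 and summarized them to genes with tximport. The deposited values are estimated counts per gene, not scaled for library size and not filtered, and 100% of them are whole numbers, so the authors rounded the expected counts before deposit. In this step reads that fit several transcripts are divided among them by their estimated abundance, which makes counts of overlapping genes, pseudogenes and nuclear copies of mitochondrial genes uncertain. The average transcript lengths per mouse, by which tximport corrects for a change of transcript usage when it passes counts to DESeq2, were not used here.

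The table lists 53392 genes, of which 28557 had any count. Between 17819486 and 35358711 reads per mouse were counted on genes, with a median of 24454043. The 10 genes with the most counts took 17.2 to 22.4% of a mouse's total. At these depths the floor of 3 counts lies far below the level of most genes tested. Relative to the level of a gene, counting error is larger for genes with few counts, such as Gm4890 and Gpr12. PCR reads without molecular identifiers are not independent molecules, so counting error is a lower bound of the technical error. Gene names and coordinates came from GENCODE M21 on GRCm38, in which 53355 of the gene identifiers were found.

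Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filter with the 3 groups (14317 genes), normalized by TMM, and fitted by the quasi-likelihood method with robust dispersion, with 3 group means over all 13 mice. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and 0.1 was the threshold. Standard errors were the log2 fold change divided by the square root of the F statistic. Single genes were also tested by an exact two-sided permutation of the mice on mean log2 CPM with a prior count of 2. Sets were tested by camera in limma 3.58.1 with a correlation between genes of 0.01, over 10 gene lists written by hand before the data were examined, 7 of them of lipid metabolism. Principal components used log2 CPM of the genes tested, centred and not scaled, and groups were compared by a pseudo-F with an exact permutation test.

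The genes named were chosen by a rule set before the data were examined: every gene of supplemental Table S1, a list of 15 further genes, any other gene past the threshold between ASAH+ and ASAH− mice on Etoh-Dox if there were at most 10, otherwise the 10 with the smallest p, and for each of the other comparisons up to 3 rising and 3 falling genes with the largest change among those past the threshold, with a mean log2 CPM above 1 and no overlap between the groups' mice. Genes named outside this rule are said to be so chosen after their values were seen.

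The alternatives were DESeq2 1.42.0 on all mice and on the groups compared, DESeq2's size factors in edgeR, limma-voom, edgeR on the groups compared, no count filter, at least 10 counts in every mouse, Asah1 left out of the library totals, no robust dispersion, the replicate number as a block, 1 surrogate variable from sva 3.50.0, an adjusted p-value under 0.05, and each mouse left out in turn (13 fits). For the sets, a correlation between genes estimated from the data, the self-contained test fry, and sets without Sod1, Sel1l and Derl3 were tried. For the principal components, the 500 most variable genes, no Asah1, a prior count of 0.5 and scaled genes were tried. The replicate numbers come from the sample titles and belong to different mice. The log2 ratio of Dbp to Arntl as a covariate was an alternative chosen after seeing the data.

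The tests were tested on simulated data, with counts drawn for the 14317 genes from the means and library sizes of all 13 mice and 200 genes changed by 2-fold in the 5 ASAH+ mice on Etoh-Dox, which were compared with the 4 ASAH− mice. The spread of each gene was set to edgeR's own estimate, and genes were drawn independently of each other. The simulated data thus followed edgeR's estimates and held no correlation between genes. In 1 such set, edgeR recovered 67% of the changed genes with 4.97% false genes among its calls, DESeq2 71% with 18.9%, and limma-voom 68.5% with 6.16%. In 20 simulated sets with no change, edgeR and limma-voom called 0 or 1 genes, and DESeq2 called 1 to 22 with a median of 8.

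Real-time RT-PCR, immunoblots, lipid and metabolic measurements of the paper have no values in the count table and were not analysed here.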

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

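Among the explanations below, the tests on reads shared between mitochondrial genes and their copies (mt-Co3, mt-Co2 and Gm10925), on the UPR and ERAD set without 2 of its genes, on shared sequence of Sod1, and on DESeq2 calls in simulated data were chosen only after the result was seen. The other tests were chosen before.

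Within a group, 1 mouse stood far from the others in 6 of 99 combinations of gene and group, where chance gives 4.95. Asked of single genes, this number gives no reason to look for a cause beyond chance. The mice were ASAH+ on Etoh replicate 1 for Gm45837 (15.5 CPM, the others 0), ASAH+ on Etoh replicate 3 for Slc25a53 (1.53 CPM, the next 1.06), ASAH+ on Etoh-Dox replicate 4 for Fasn (696 CPM, the next 418), ASAH+ on Etoh-Dox replicate 2 for Apob (4909 CPM, the next 5730), ASAH− on Etoh-Dox replicate 2 for Akt2 (112 CPM, the next 99.3), and ASAH+ on Etoh replicate 2 for Prkaa2 (85.7 CPM, the next 70.3). No biological explanation was tested for these single mice, since they share the condition of their group.

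For Gm45837 the technical explanation is a division of reads with the overlapping gene Pde2a. The summed count of the pair ran from 322 to 596 in the 13 mice and did not differ between ASAH+ and ASAH− mice on Etoh-Dox, with an edgeR p of 0.325 before and 0.99976 after Benjamini-Hochberg adjustment. The log2 fold change of the sum was -0.20 (standard error 0.20), where a change of Gm45837 alone would give -0.37, so the sum alone does not decide between a division of reads and a change of expression. Mouse by mouse, Pde2a had 169, 240 and 260 counts in the 3 mice with counts of Gm45837 (ASAH− replicates 2 and 4 on Etoh-Dox and ASAH+ replicate 1 on Etoh) and 322 to 568 in the other 10. In CPM these 3 mice had 6.51, 8.58 and 12.0, and the lowest of the others 11.6. This pattern, seen in the data and not tested, is consistent with a division of reads. Gm10925, another gene of supplemental Table S1, shares its sequence with mt-Atp6. Their sum had an edgeR p of 0.772, but it consists mostly of mt-Atp6 reads and would change by only 0.11 (log2) if Gm10925 alone changed, against a standard error of 0.080, so this test does not decide it either. Neither pattern can be told apart from reads shared between genes. The paper reports both genes as changed.

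The paper's discussion names Sod1 and Derl3 as higher upon Dox in alcohol-fed ASAH+ mice, and its supplemental Table S1 is of another comparison. Between ASAH+ mice with and without Dox, 2 genes were differentially expressed, Asah1 and Sod1, both higher with Dox, and 1 of 16 splits of the mice that part as many same-numbered mice, the real one, gave as many genes. Of 84 other splits, which part fewer same-numbered mice, 2 gave as many. With 16 comparable splits no share under 0.0625 can be reached. The same count for ASAH+ against ASAH− mice on Etoh-Dox was 3 of 16 comparable splits and 3 of 84 others, so a count of 2 genes alone cannot be told apart from a random division of these mice. The count of 2 named genes in that comparison was reached by 1 of the 16 comparable splits, the real one, and by 1 of the 84 others. The named genes include those of supplemental Table S1, which the paper chose by this same comparison. The real split was thus favoured in advance, and no conclusion is drawn from this count.

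For Sod1 itself, technical explanations were tested between ASAH+ and ASAH− mice on Etoh-Dox, where the log2 fold change was 0.69 and Sod1 was higher in 20 of 20 pairs of mice. Summed with the pseudogene Gm8566, with which it shares sequence, Sod1 had an adjusted p of 0.0214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the library total as a covariate, the adjusted p from the same test was 0.0310. Annotated transcripts of Asah1 and Sod1 share 0 words of 31 bases. Reads from annotated Asah1 sequence thus had no identical words by which to be assigned to Sod1. Any sequence of the transgene outside these transcripts was not examined. Leaving Asah1 out of the library totals moved the median log2 fold change of all genes by 0.00903. Over all alternatives the adjusted p of Sod1 ran from 1.96e-09 to 0.494. None of the technical explanations tested accounts for Sod1, and one hypothesis is that induction of the transgene, directly or through lower ceramide, may raise Sod1 RNA. The smaller rise of Sod1 in ASAH− mice on Etoh-Dox over ASAH+ mice on Etoh (log2 fold change 0.33, adjusted p = 0.389 from edgeR's test) could reflect Dox or genotype, which that comparison does not separate.

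Between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh, which the paper does not report, 2 genes passed the threshold, mt-Co3 (log2 fold change 0.74, adjusted p = 0.0633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and mt-Co2 (log2 fold change 1.497, adjusted p = 0.0800 from the same test), both higher in every ASAH− mouse. Of the 8 comparable splits, 1, the real one, gave as many genes, and 0 of 27 others did; with 8 splits no share under 0.125 can be reached. Nuclear copies of these genes hold nearly the whole of their sequence. Summed with these copies, the log2 fold change was 0.24 (standard error 0.084) for mt-Co3, whose sum had an edgeR p of 0.0123 before and 0.437 after that adjustment, and 0.27 (standard error 0.087) for mt-Co2, whose sum had an edgeR p of 0.00775 before and 0.393 after Benjamini-Hochberg adjustment. If only the mitochondrial gene had changed, the sums would have changed by 0.55 for mt-Co3 and by 0.23 for mt-Co2, on the log2 scale. For mt-Co3 the sum changed by less, and part of its difference may come from reads divided differently between the gene and its copy. For mt-Co2 the sum changed by as much as mt-Co2 alone would give, within its standard error. A division of reads alone would leave the sums unchanged, so by these unadjusted p-values it does not account for the whole of either difference, although neither sum passed the threshold after adjustment. The copy of mt-Co3, Gm28437, moved the opposite way and was lower in every ASAH− mouse (log2 fold change -1.28, standard error 0.37). Its mean was 1335 CPM in ASAH− mice on Etoh-Dox and 3250 CPM in ASAH+ mice on Etoh, against 8575 and 5144 CPM for mt-Co3. A division of reads would give such opposite changes. How much of the mt-Co3 difference comes from it was not settled. For mt-Co3 the adjusted p ran from 4.41e-08 to 0.349 over the alternatives, and for mt-Co2 from 8.30e-08 to 0.349. Both genes were also higher in ASAH+ mice with than without Dox, in 20 of 20 pairs. The log2 fold change was 0.42 (standard error 0.097) for mt-Co3 and 0.895 (standard error 0.21) for mt-Co2. There edgeR's test called neither (adjusted p = 0.409 and 0.417), whereas DESeq2 on all 13 mice called both (adjusted p = 0.00443 and 0.00362). Sums with the copies were not tested in that comparison.

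With DESeq2 on all 13 mice, 7 genes outside supplemental Table S1 passed an adjusted p-value of 0.1 between ASAH+ and ASAH− mice on Etoh-Dox. They were Nucb2, Gm47761 and Gm42047, higher in ASAH+ mice, and Ahsg, Sparcl1, Rdh5 and Serpina1a, lower, and they were named after their values were seen. Their unadjusted edgeR p-values were from 0.000249 for Ahsg to 0.00217 for Serpina1a, and none was called by edgeR. The number of calls was set beside 20 simulated sets of 13 mice and 14317 genes with no changed gene. On the same 14317 genes of the deposited counts, DESeq2 made 10 calls besides Asah1, and 9 of the simulated sets gave at least as many. On all genes it made 11 besides Asah1, a number that 7 of the sets reached, although with fewer genes. A number of this size may thus arise without a change, and the test does not speak to any single gene. The simulated counts took edgeR's estimates of the spread and held no correlation between genes, so the number in real data may differ.

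The set of 50 tested genes of the unfolded protein response and ER-associated degradation (UPR and ERAD) was higher in ASAH+ than in ASAH− mice on Etoh-Dox, with an adjusted p of 3.04e-08 from camera with Benjamini-Hochberg adjustment, a mean log2 fold change of 0.25 and a median of 0.13. The paper names Derl3 from this pathway and does not report the set. The result did not rest on Sel1l and Derl3, since without these 2 genes of the set the adjusted p from camera was 1.46e-06. However, 5 of 16 comparable splits of the mice, and 9 of 84 others, gave the set a p as small, and 11 of 16 comparable splits gave as many sets past the threshold (59 of 84 others). The adjusted p of the set over its alternatives ran from 2.73e-18 to 0.596. With the correlation between genes estimated from the data, the adjusted p from camera was 0.432, and a random division of the mice may give a shift of this size.

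Derl3 itself was weighed for RNA of other cells, since plasma cells and pancreas express it. Scores were computed from lists of marker genes written before the test. With the plasma cell score as a covariate, the DESeq2 adjusted p of Derl3 on all 13 mice, by the Benjamini-Hochberg method, was 0.00966, and the score differed by 0.11 between the groups (exact two-sided permutation p = 0.754). With the pancreas score as a covariate, the adjusted p from DESeq2 was 0.145, although the pancreas score was lower in ASAH+ mice (exact two-sided permutation p = 0.0556) and the log2 fold change of Derl3 was 4.62. The adjusted p of Derl3 ran from 0.0193 to 1 over the alternatives. Plasma cells are thus an unlikely source. Pancreas RNA would have to be higher in ASAH+ mice to raise Derl3, and its score ran the other way, while the fold change of Derl3 did not fall with the covariate (4.42 without it). The call of Derl3 by DESeq2 nevertheless depends on whether that covariate is in the model. Among ASAH+ mice on Etoh-Dox, Derl3 was high in replicates 3, 4 and 5. Their log2 ratios of the clock genes Dbp to Arntl were -1.64, 0.15 and 2.70, against 6.64 and 6.78 in replicates 1 and 2. Among ASAH− mice the relation ran the other way, with the least Derl3 in replicates 1 and 3 (ratios -0.96 and 1.81). This pattern was seen in the data and not tested.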

How the results depend on the processing

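The alternatives were set before the data were examined, except the log2 ratio of Dbp to Arntl as a covariate, which was chosen after seeing the data. Unrounded counts were to be tried, but the deposited values are whole numbers, so this alternative could not be run. The cause of the changes below was not tested unless a test is named.

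The test moved the counts of differentially expressed genes most. With DESeq2 on all 13 mice, the counts were 12 genes between ASAH+ and ASAH− mice on Etoh-Dox, 98 between ASAH+ mice with and without Dox (18 higher with Dox) and 149 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh (54 higher in ASAH− mice), against 2 in each with edgeR, all higher. DESeq2's own filter left 15808, 1982 and 8625 genes for these comparisons, in the same order. With DESeq2 on the groups compared alone, the counts were 11, 114 (52 higher) and 168 (89 higher). In both settings the 2 genes called by edgeR were among them in each comparison. Among the named genes, DESeq2 called 5 and 4 between ASAH+ and ASAH− mice on Etoh-Dox, against 2 with edgeR, and 1 lipid metabolism gene, G0s2, when run on these groups alone.

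With edgeR on the groups compared alone, 1 gene (also 1 named gene) was called between ASAH+ and ASAH− mice on Etoh-Dox, 3 between ASAH+ mice with and without Dox (2 higher with Dox) and 0 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh, where 1257 genes had an unadjusted p-value under 0.05. With the replicate number as a block, these counts were 1 (1 named gene) and 0, with 1027 genes at an unadjusted p-value under 0.05 in the latter. Same-numbered mice are different animals, and the mean correlation of their deviations was -0.133 between the Etoh-Dox groups, 0.057 between ASAH+ mice with and without Dox, and -0.062 in the third comparison. The block left the comparison of ASAH+ mice with and without Dox at 2 genes, gave 4 sets past the threshold, reversed the direction of the cholesterol set (adjusted p = 0.430 from camera with Benjamini-Hochberg adjustment) and of the sphingolipid set (0.863), neither near the threshold, and turned Apob to -0.021.

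With 1 surrogate variable, 2 genes were called between ASAH+ and ASAH− mice on Etoh-Dox, 5 between ASAH+ mice with and without Dox and 0 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh (1687 genes at an unadjusted p-value under 0.05), and Prkcz turned to -0.053. Without a count filter, 4 genes were called between ASAH+ mice with and without Dox and 2 in each of the other comparisons. At an adjusted p-value under 0.05, 2 genes were called in each of the first 2 comparisons and 0 between ASAH− mice on Etoh-Dox and ASAH+ mice on Etoh, where 1316 had an unadjusted p-value under 0.05. With the log2 ratio of Dbp to Arntl as a covariate, 1 gene was called there and 2 in each of the others. The sets past the threshold fell from 3 to 0 when the correlation between genes was estimated from the data, and to 0 with the self-contained test; none of the sets had an unadjusted p-value under 0.05 in either.

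Apob, at a log2 fold change of 0.00071, was -0.0016 with limma-voom and -0.0048 with the Dbp to Arntl covariate. Akt1, at -0.0064, was 0.0016 with edgeR on the groups compared alone, 0.0050 without a count filter, 0.0019 with Asah1 left out of the library totals and 0.0011 with the Dbp to Arntl covariate.

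Across the 13 fits that each left out one mouse, the genes called numbered 1 to 2 between ASAH+ and ASAH− mice on Etoh-Dox (named genes 1 to 2), 2 to 8 between ASAH+ mice with and without Dox, and 0 to 2 in the third comparison, where 881 to 1853 genes had an unadjusted p-value under 0.05. The sets past the threshold numbered 1 to 6. Sod1 was no longer called when ASAH− replicate 1, 3 or 4 was left out. The log2 fold changes between ASAH+ and ASAH− mice on Etoh-Dox that changed sign ran from -0.066 to 0.37 for Gm4890, -0.24 to 0.13 for Slc25a53, -0.16 to 0.10 for Ppara, -0.16 to 0.37 for Fasn, -0.031 to 0.048 for Apob, -0.015 to 0.15 for Lamp1, -0.10 to 0.17 for Prkcz, -0.076 to 0.066 for Akt1, -0.044 to 0.035 for Akt2, -0.26 to 0.0038 for Gapdh and -0.053 to 0.52 for Pde2a. The adjusted p-values of sets that changed direction, from camera with Benjamini-Hochberg adjustment, ran from 0.0214 to 0.801 for antioxidant response, 0.0428 to 0.923 for cholesterol metabolism, 0.000688 to 0.835 for FA oxidation, 0.0201 to 0.969 for lysosome and autophagy and 0.494 to 0.969 for sphingolipid metabolism.

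Asah1 stayed between 7.91 and 8.10 between the Etoh-Dox groups and was called in every alternative. Sod1 kept its direction in every alternative, with a log2 fold change from 0.63 to 0.76, and its adjusted p ran from 1.96e-09 with DESeq2 on all 13 mice to 0.494 with the block; it was below 0.1 in 20 of 25 alternatives. Derl3 ran from 3.57 to 4.99 and was called with DESeq2 only, in both of its settings. None of the 3 pairs of groups was separated on the pseudo-F in any alternative (smallest exact permutation p = 0.0536, for ASAH+ mice with and without Dox, when ASAH+ Etoh replicate 2 was left out). Few counts were behind Gm4890 and Gpr12, with 7 to 14 and 9 to 12 in ASAH− mice on Etoh-Dox, and their log2 fold changes between the Etoh-Dox groups had standard errors of 0.38 and 0.42.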

Differences from the paper's values

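The paper's supplemental Table S1 lists 12 genes, and 2 were called here with edgeR. Of the alternatives set before the data were examined, DESeq2 on all 13 mice (12 genes) and DESeq2 on the groups compared alone (11 genes) closed this gap and the others did not. The genes were not the same: 5 of the 12 called with DESeq2 on all mice and 4 of the 11 called on the groups alone are in the paper's table.

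The paper's log2 fold change of Asah1 is 8.390 and the value here was 8.01; none of the alternatives set before the data were examined closed the gap. For its adjusted p the paper gives 0, and the value here was 1.24e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while both DESeq2 settings also gave 0. The paper's adjusted p of Sod1 is 2.50e-06 and the value here was 0.0212 from the same edgeR test; DESeq2 on the groups compared alone gave 2.16e-06 and closed the gap, and the other alternatives, from 1.96e-09 to 0.494, did not. The log2 fold change of Sod1 did not differ.

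For Sel1l the paper's log2 fold change is 0.460 and the value here was 0.34; leaving out ASAH− replicate 1 or ASAH+ Etoh-Dox replicate 2 closed the gap and the other alternatives did not. For Col4a5 the paper's is -0.992 and the value here was -0.68; leaving out ASAH− replicate 3 or 4 closed the gap and the others did not. For 9930021J03Rik the paper's is 0.607 and the value here was 0.27. For Gm4890 the paper's is 2.966 and the value here was 0.19. For Gpr12 the paper's is -2.425 and the value here was 0.24, of opposite sign. For Slc25a53 the paper's is -2.205 and the value here was -0.066, and for Zfp991 the paper's is -2.052 and the value here was -0.42. None of the alternatives set before the data were examined closed the gap for these last 5 genes.

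The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.99966 for each of Sel1l, Gm4890, Gpr12, Col4a5, 9930021J03Rik, Derl3, Gm10925, Slc25a53 and Zfp991. The paper's adjusted p-values are 0.0001 for Sel1l, 0.0018 for Gm4890, 0.0040 for Gpr12, 0.0089 for Col4a5, 0.0108 for 9930021J03Rik, 0.0140 for Derl3, 0.0145 for Gm10925, and 0.0991 for Slc25a53 and for Zfp991. For Derl3, DESeq2 on all 13 mice gave an adjusted p of 0.0193 by the Benjamini-Hochberg method and closed the gap, and DESeq2 on the groups compared alone gave 0.0954 and did not, though it also called the gene. For Gm10925, DESeq2 called the gene in both settings (adjusted p = 0.0401 and 0.0241), but no alternative set before the data were examined closed the gap. For the other 7 genes none closed it. The log2 fold changes of Derl3 and Gm10925 did not differ.

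Gm45837, whose log2 fold change in the paper is -24.158, was below the count filter of edgeR, so no value was set beside the paper's. DESeq2 on all 13 mice, without that filter, gave -24.11 and called the gene (adjusted p = 1.24e-07 by the Benjamini-Hochberg method). DESeq2 on the groups compared alone did not call it.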

Other observations

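The tests below on the spread of the mice were chosen before their values were seen, except those that take the library total or the ratio out; these, the test on transcript lengths and the description of the split with the most genes were chosen after.

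The log2 ratio of Dbp to Arntl, a pair of clock genes with opposite daily rhythms in liver, differed widely between mice, from -1.64 to 6.78, and the mice of each group spread over it. The hypothesis that livers were collected at different times of day was tested by correlating this ratio with the first 3 principal components within groups, together with marker scores of other cell types, the library number and the library total, 27 relations in all over 13 mice. The ratio followed component 1 (Pearson's r = 0.841, permutation p = 0.00101, adjusted p = 0.0273 by the Benjamini-Hochberg method; Spearman's rho = 0.846, permutation p = 0.00061). Without the 2 mice farthest from the median ratio, r was 0.873, and with 15 clock genes left out of the components it was 0.789. This is consistent with differences in collection time, which the paper does not give, but a shift of the clock by feeding or alcohol would look the same and was not tested.

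For the other measures, the smallest adjusted permutation p was 0.248 for marker scores of other cell types and 0.150 for the library number or total. The library total followed component 1 (Pearson's r = 0.683, permutation p = 0.0111; Spearman's rho = 0.769, permutation p = 0.00636, both before adjustment), and r was 0.694 without the 2 mice farthest from the median. The total was also related to the clock ratio within groups (Pearson's r = 0.621, permutation p = 0.0380; Spearman's rho = 0.560, permutation p = 0.0581; r = 0.716 without the 2 mice farthest from the median). With the library total taken out of both, the ratio had a Pearson's r of 0.729 with component 1 (permutation p = 0.0312, adjusted p = 0.0625 over 2 relations by the Benjamini-Hochberg method; Spearman's rho = 0.775, permutation p = 0.0265; r = 0.680 without the 2 mice farthest from the median). With the ratio taken out, the total had a Pearson's r of 0.380 (permutation p = 0.209, also 0.209 after that adjustment; Spearman's rho = 0.236, permutation p = 0.465; r = 0.7099 without the 2 mice farthest from the median). The relation of the ratio to component 1 was thus the stronger of these, but after adjustment it was not under 0.05, and the spread along component 1 cannot be told apart from depth by this test. With the ratio as a covariate, an alternative chosen after seeing the data, Sod1 had a log2 fold change of 0.69 between the Etoh-Dox groups and an adjusted p of 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0212 without; from 1.96e-09 to 0.494 over all alternatives), and 2 genes were called, as without the covariate.

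Among 100 splits of the 9 mice on Etoh-Dox into 5 and 4, the real one included, 1 split gave 896 genes past the threshold, against 2 for the real split, and 21 of these were lipid metabolism genes. It put ASAH+ replicates 3, 4 and 5 and ASAH− replicates 1 and 3 on one side. The log2 ratio of Dbp to Arntl was between -1.64 and 2.70 in those 5 mice and between 6.11 and 6.78 in the other 4, so this split divides the mice exactly at the ratio. The count of 0 lipid metabolism genes past the threshold in the real split (8 with an unadjusted p-value under 0.05) was met by 16 of 16 comparable splits, which a count of 0 fixes in advance.

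The log2 fold changes of supplemental Table S1 were set beside those of DESeq2 on the deposited counts, on all 13 mice. They differed by over 0.5 for 4 of 12 genes, Gm4890, Gpr12, Slc25a53 and Zfp991, by 1.63 to 2.77. A candidate explanation is a correction for transcript length, which differs between mice when transcript usage differs. Across the 12 genes, which are not independent replicates, the gap had a Spearman correlation of 0.473 with the log2 range of the gene's transcript lengths (permutation p = 0.122; Pearson's r = 0.466, permutation p = 0.113, and r = 0.312 without the 2 genes farthest from the median). Among genes with more than 1 transcript, no gap was wider than the range allows. Of the genes with 1 transcript, Gm10925 had a gap of 0.0083. The gap of Gm45837, 0.0517, carries no information, since its log2 fold change has no numerical meaning, although the gene is 1 of the 12. As 58.4% of tested genes also have a range over 2, the test does not decide on this explanation.

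RNA was also read for Map1lc3b, Lamp1, Prkaa1 and Prkaa2, whose proteins the paper examined, and for Gapdh, which it used as a reference. For each of these genes, the values of ASAH+ and ASAH− mice on Etoh-Dox overlapped. The smallest exact two-sided permutation p among them was 0.159, for Prkaa1. The log2 fold change was -0.16 for Map1lc3b, 0.06 for Lamp1, 0.19 for Prkaa1 and 0.15 for Prkaa2, each with an adjusted p of 0.99966 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gapdh, to which the paper normalized some of its RT-PCR values, had a log2 fold change of -0.10 (standard error 0.17).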
